# Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly

**DOI:** 10.1101/gad.310136.117

**Published:** 2018-07-01

**Authors:** Jahan-Yar Parsa, Selim Boudoukha, Jordan Burke, Christina Homer, Hiten D. Madhani

**Keywords:** heterochromatin, Seb1, polymerase pausing, centromere

## Abstract

In *Schizosaccharomyces pombe*, transcripts derived from the pericentromeric *dg* and *dh* repeats promote heterochromatin formation via RNAi as well as an RNAi-independent mechanism involving the RNA polymerase II (RNAPII)-associated RNA-binding protein Seb1 and RNA processing activities. We show that Seb1 promotes long-lived RNAPII pauses at pericentromeric repeat regions and that their presence correlates with the heterochromatin-triggering activities of the corresponding *dg* and *dh* DNA fragments. Globally increasing RNAPII stalling by other means induces the formation of novel large ectopic heterochromatin domains. Such ectopic heterochromatin occurs even in cells lacking RNAi. These results uncover Seb1-mediated polymerase stalling as a signal necessary for heterochromatin nucleation.

## Abstract (precis)

In this study, Parsa et al. investigated the mechanisms underlying RNAi-independent heterochromatin assembly by the CTD–RRM protein Seb1 in *S. pombe*. They show that Seb1 promotes long-lived RNAPII pauses at pericentromeric repeat regions and that their presence correlates with the heterochromatin-triggering activities of the corresponding *dg* and *dh* DNA fragments, providing new insight into Seb1-mediated polymerase stalling as a signal necessary for heterochromatin nucleation.

Packaging of pericentromeric DNA into heterochromatin is crucial for genome stability, development, and health, yet its endogenous triggers remain poorly understood (Allshire and Madhani 2018). A defining feature of pericentromeric heterochromatin is histone H3 Lys9 methylation (H3K9me) (Rea et al. 2000; Bannister et al. 2001; Lachner et al. 2001). Investigations of the fission yeast *Schizosaccharomyces pomb*e have played a major role in our understanding of this type of repressive chromatin. In *S. pombe*, transcripts derived from the pericentromeric *dg* and *dh* repeats during S phase (Volpe et al. 2002; Chen et al. 2008; Kloc and Martienssen 2008) promote heterochromatin formation through two parallel pathways. The first is an RNAi-dependent mechanism involving recruitment of the Clr4 H3K9 methyltransferase complex (CLR-C) via the Argonaute-containing RNA-induced transcriptional silencing (RITS) complex (Motamedi et al. 2004; Noma et al. 2004; Verdel et al. 2004; Sugiyama et al. 2005; Buhler et al. 2006; Bayne et al. 2010).

A second, less-characterized pathway does not require RNAi factors. Components that impact this mechanism include the RNA polymerase II (RNAPII)-associated RNA-binding protein Seb1, the repressor/remodeler complex SHREC, the nuclear 5′–3′ exonuclease Dhp1 (Rat1/Xrn2 in *Saccharomyces cerevisiae*), the nuclear 3′–5′ exonuclease Rrp6, and the RNA export factor Mlo3/Yra1 (Sadaie et al. 2004; Sugiyama et al. 2007; Reyes-Turcu et al. 2011; Marina et al. 2013; Chalamcharla et al. 2015; Lemay et al. 2016; Tucker et al. 2016; Wittmann et al. 2017). Seb1, Dhp1, and SHREC promote RNAi-independent pericentromeric heterochromatin assembly at pericentromeric regions (Marina et al. 2013; Chalamcharla et al. 2015; Tucker et al. 2016), while Rrp6 and Mlo3 inhibit it (Reyes-Turcu et al. 2011). Other fungi, such as *Neurospora crassa* and *Cryptococcus neoformans*, as well as somatic mammalian cells do not require RNAi for heterochromatin assembly (Freitag et al. 2004; Wang et al. 2010; Chan and Wong 2012); thus, poorly understood RNAi-independent mechanisms are important to investigate. In this study, we show that Seb1, whose role in heterochromatin we established in prior work (Marina et al. 2013), displays extensive binding to *dg* and *dh* repeat RNAs and promotes long-lived pausing by RNAPII. We show that inducing pausing by other means can trigger the assembly of ectopic heterochromatin domains independently of RNAi. The cleavage polyadenylation (CPA) machinery antagonizes silencing, suggesting a possible mechanism by which heterochromatin is limited at mRNA-coding genes despite the presence of termination-associated pauses. These findings establish a role for Seb1-dependent RNAPII pausing in promoting the formation of repressive chromatin structures.

## Results

### Nascent elongating transcript sequencing (NET-seq) reveals a role for Seb1 in the pausing of RNAPII

To understand how Seb1 interfaces with the transcription of *dg* and *dh* repeats to promote heterochromatin, we used a previously identified viable heterochromatin-defective allele, *seb1-1* (Marina et al. 2013). When combined with mutants in the RNAi machinery, *seb1-1* eliminates pericentromeric heterochromatin, while the corresponding single mutants decrease H3K9me, indicative of partially redundant pathways (Marina et al. 2013). We examined transcription of heterochromatin at single-nucleotide resolution and tested the impact of the *seb1-1* allele using NET-seq (Churchman and Weissman 2011). To analyze the intrinsic transcriptional properties of heterochromatic sequences prior to the establishment of heterochromatin assembly, we used the *clr4Δ* mutant, which lacks H3K9me and displays full derepression of most silenced chromatin regions. We compared this strain with a *clr4Δ seb1-1* double mutant to assess the impact of *seb1-1*. We first examined the effect of *seb1-1* on transcription of nonheterochromatic regions (Fig. 1). Initial inspection revealed numerous genes with a decreased peak density at 5′ regions in the double mutant with increased peak density upstream of annotated CPA sites (often called transcription end sites [TESs]) (see Fig. 1A,B for examples). To analyze these trends genome-wide, travelling ratios were computed on replicate data to assess relative polymerase progression for the 500-base-pair (bp) segment downstream from the transcription start site (TSS; 5′ traveling ratio) and the 500-bp segment upstream of the annotated TES (3′ traveling ratio) (Fig. 1C; see the Materials and Methods). A lower travelling ratio in mutant versus wild type implies lower pausing over the region examined in the mutant and vice versa for higher ratios. Iterative *K*-means clustering revealed three groups (Fig. 1D), two of which (representing 77% of genes in our data set) are significantly impacted by the *seb1-1* allele (Fig. 1D, clusters I and II; Supplemental Fig. S1). The *seb1-1* mutation causes a reduced median 5′ traveling ratio and an increased median 3′ traveling ratio for both clusters (Fig. 1D [clusters I and II], E [top and middle panels]), while no significant changes were observed for the third cluster (Fig. 1E, cluster III, bottom panel; see Supplemental Fig. S1 for *P*-values). These data indicate that the *seb1-1* allele leads to decreased RNAPII pausing at gene 5′ ends with an associated increased 3′ signal; the latter may be due to polymerase release from upstream pauses.

**Figure 1.**
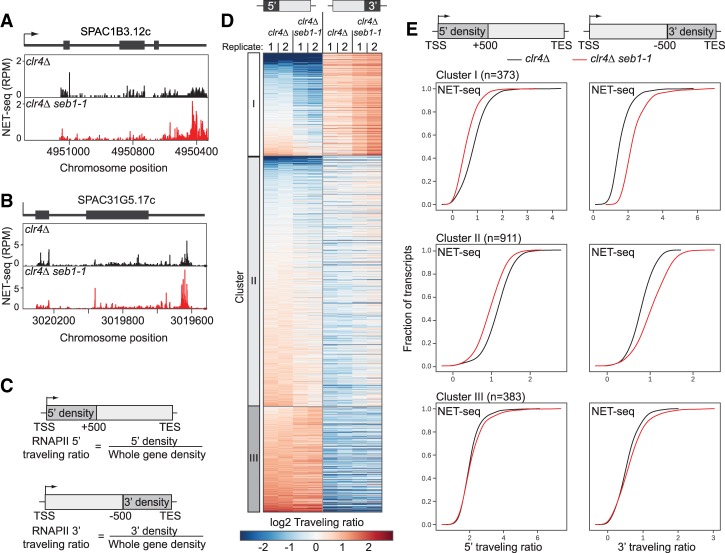
Seb1 controls polymerase progression. (*A*,*B*) NET-seq signatures for *clr4Δ* (black) and *clr4Δ seb1-1* (red) strains for two genes (SPAC1B3.12c and SPAC31G5.17c). (*C*) Traveling ratios at the 5′ and 3′ regions of genes. (*D*) *K*-means clustering of NET-seq 5′ and 3′ traveling ratios. Cluster I, *n* = 373; cluster II, *n* = 911; cluster III, *n* = 383. NET-seq replicates are represented for each *clr4Δ* and *clr4Δ seb1-1*. (*E*) Cumulative distribution function (CDF) plots of 5′ (*left* column) and 3′ (*right* column) traveling ratios for each cluster from *D*, comparing *clr4Δ* (black) with *clr4Δ seb1-1* (red) strains in each plot. KS tests were conducted for *P*-values (Supplemental Fig. S1).

### A direct role for Seb1 in RNAPII pausing and heterochromatin assembly in the pericentromeric *dh* and *dg* repeats

Our prior RIP-qPCR (RNA immunoprecipitation [RIP] combined with quantitative PCR [qPCR]) analysis indicates that Seb1 functions directly in heterochromatin assembly by binding pericentromeric *dg* and *dh* repeat transcripts (Marina et al. 2013). Furthermore, comparison of the transcriptomes of wild-type and *seb1-1* using RNA sequencing (RNA-seq) revealed no significant changes [*P* < 0.01 and |log_2_(fold change)| > 1] in the transcript levels of known silencing factors (Supplemental Fig. S2; Supplemental Table S1). 

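Seb1 is an RNAPII-associated RNA-binding protein, and Clr4 is the histone H3K9 methyltransferase of S. pombe, so a strain that lacks Clr4 transcribes its pericentromeric repeats without H3K9 methylation. In this strain, Seb1 PAR-CLIP read clusters were called on all 3 nuclear chromosomes, and most lay on coding transcripts, which held a smaller share of the reads than of the clusters. Of the clusters, 61.6% in replicate 1 and 50.1% in replicate 2 lay on coding transcripts. These held 18.4% and 27.7% of the reads in clusters, while tRNA genes held 39.1% and 20.4% and rRNA genes held 24.6% and 18.9%. The pericentromeric arms held 1.06% and 1.53% of the reads. In PAR-CLIP, cells take up 4-thiouracil, UV light at 365 nm cross-links protein to RNA at the incorporated base, and the cross-linked base is read as a T to C conversion in the cDNA. Seb1 carried an HTP tag, which allows purification under denaturing conditions as in CRAC. Cells were grown in 2 L of SC medium, given 1.3 mM 4-thiouracil for 15 min at 30°C, and irradiated for 15 min. The experiment comprised 1 condition and 2 replicates, for which separate cultures are not stated, so the spread between them may be technical. The authors removed adapters, mapped the reads to the genome build ASM294v2 with Bowtie with up to 3 mismatches, placed a read with several equally good sites at 1 of them, and called clusters in each replicate with PARalyzer. A cluster needed at least 10 reads of at least 20 nt and at least 2 conversions. The deposited values are counts of reads and of conversions per cluster, without normalization. Replicate 1 holds 4908 distinct clusters with 19167017 reads and replicate 2 holds 4896 with 14832565 reads. These totals are the reads within clusters, not the sequencing depth, which is not given in the sources used here. The median cluster had 909.5 reads in replicate 1 and 1305.5 in replicate 2, with a median length of 40 nt and 39 nt. In replicate 1, 54.4% of the clusters had conversions at only 2 locations, as did 50.3% in replicate 2. The methods do not mention removal of PCR copies for these libraries, so the reads may include copies of the same molecule. The sequences of all 4885 and 4878 nuclear clusters matched the reference genome at their coordinates. A cluster of 1 replicate overlapped a cluster of the other on the same strand by at least 1 nt in 30.1% ± 0.903 (SD, n = 2) of cases. From these clusters the coverage of an interval was computed as the percent of its nucleotides that lie in a cluster on its strand.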

To assess direct interactions of Seb1 with pericentromeric RNA at single-nucleotide resolution and across the entirety of the *dg* and *dh* regions, we conducted PAR-CLIP (photoactivatable ribonucleoside-enhanced cross-linking and immunoprecipitation) in replicate on a *clr4Δ* strain. 

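Seb1 PAR-CLIP clusters lay on both strands of all 6 pericentromeric arms, and most of their sequences held the word UGUA. In the arms, 246 clusters were called in replicate 1 and 244 in replicate 2, with 231 distinct sequences in all. Of these sequences, 160 (69.3%) held UGUA, against 91 (39.4%) of shuffled copies that keep the dinucleotide counts of each sequence (median of 100 shuffles). Among all words of 4 letters, UGUA had the lowest p (one-sided Fisher's exact test, p = 7.81e-11, Benjamini-Hochberg adjusted p = 2.00e-08 over these words). In replicate 1, 86 of 124 distinct sequences held UGUA, against 52 of their shuffled copies (Fisher's exact test, adjusted p = 0.00281). In replicate 2, 80 of 115 held it, against 42 of the shuffled copies (Fisher's exact test, adjusted p = 1.05e-04). The next word was GCAC, which 72 sequences held, against 32 shuffled copies (Fisher's exact test, adjusted p = 7.43e-04), and 9 words in all passed the adjusted threshold of 0.05. The cluster with the most reads in replicate 1 lies on the plus strand of the right arm of centromere 1, from 3787949 to 3788219 of chromosome I. It had 10561 reads with conversions at 39 locations, and its sequence holds UGUA at 6 positions. In replicate 2, the cluster with the most reads lies on the plus strand of the right arm of centromere 2, from 1636776 to 1636908 of chromosome II, with 14058 reads, conversions at 26 locations, and UGUA at 4 positions. A further cluster, on the plus strand of the right arm of centromere 3 from 1130649 to 1130761 of chromosome III, had 10018 reads in replicate 1. Its 113-nt RNA sequence, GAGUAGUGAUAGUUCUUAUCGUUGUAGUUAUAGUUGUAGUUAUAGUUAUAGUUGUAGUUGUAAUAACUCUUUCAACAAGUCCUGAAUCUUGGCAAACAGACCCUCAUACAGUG, holds UGUA at 4 positions and matches the genome exactly at 6 places. Of the centromeric clusters, 99.2% in each replicate have a sequence that matches the genome at 2 or more places, with a median of 9, against 1.65% and 3.10% of the clusters on coding genes. Sequences from different copies of a repeat resemble one another even where they are not identical, so the test treats as separate some that are not independent. In the pooled test, clusters of both replicates at 1 site also count as separate where their ends differ. Of the centromeric clusters, 65.4% in replicate 1 and 71.7% in replicate 2 overlapped a cluster of the other replicate.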

Computational analysis identified statistically significant Seb1 PAR-CLIP read clusters (Corcoran et al. 2011) and confirmed direct binding of Seb1 to pericentromeric transcripts (Fig. 2A,B, top panels; Supplemental Fig. S3A–C) via a motif described previously by others for nonheterochromatic sites bound by Seb1 (Lemay et al. 2016; Wittmann et al. 2017): UGUA (DREME motif analysis; *P* = 2.9 × 10^−9^; *E* = 7.4 × 10^−7^) (Bailey 2011). Our analysis of Seb1 PAR-CLIP read clusters for coding genes recapitulates published work and is not discussed further here (Lemay et al. 2016; Wittmann et al. 2017).

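On coding genes, Seb1 PAR-CLIP clusters, averaged over all of them in bins of 50 nt, were densest just past the annotated 3′ ends of transcripts. Over all 5113 coding genes, the first 50 nt past the 3′ end had 24.9 nt in clusters per kb (22.9 in replicate 1 and 27.0 in replicate 2), against 12.7 in the last 50 nt of the transcript and 6.66 between 450 and 499 nt past the end. At the 5′ end, the value was 6.55 in the 50 nt upstream and 15.7 between 150 and 199 nt into the transcript. Clusters on tRNA, rRNA, snRNA, and snoRNA genes were left out of these bins and kept in the zones. By zone, clusters filled 13.7 ± 1.79 nt per kb (SD, n = 2) of the 500 nt downstream, 11.6 ± 1.03 of the 3′ UTR, 9.83 ± 1.97 of the coding span, 14.5 ± 1.14 of the 5′ UTR, and 7.91 ± 0.934 of the 500 nt upstream. Over the 112 coding genes that lie apart from other genes, the 3′ UTR (23.7 ± 6.58) and the 5′ UTR (23.7 ± 8.53) had higher values than the 500 nt downstream (15.9 ± 0.621). In each replicate the downstream value over all coding genes was higher than the upstream one; no test was run with 2 replicates.

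**Figure D1:**
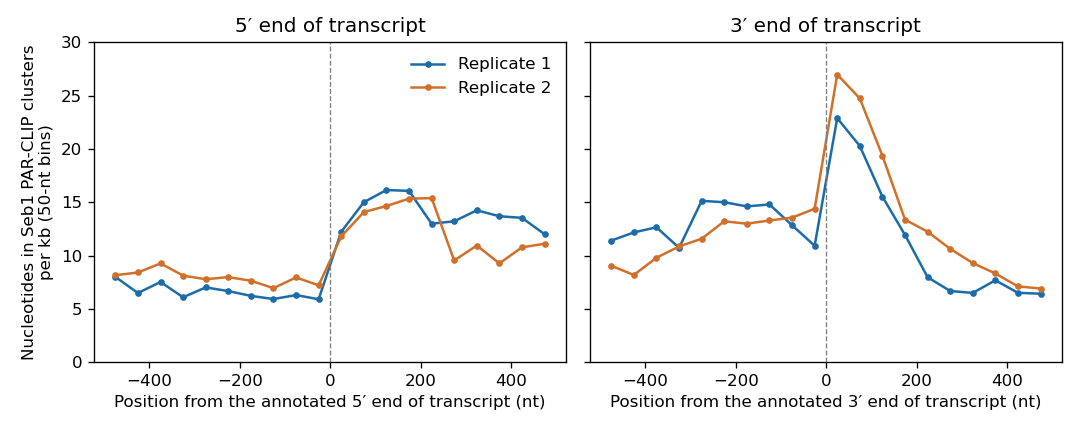
Nucleotides in Seb1 PAR-CLIP clusters per kb in bins of 50 nt around the annotated 5′ ends (left) and 3′ ends (right) of 5113 coding transcripts, on the strand of the gene, without clusters on tRNA, rRNA, snRNA, and snoRNA genes; each line is 1 replicate and the dashed line marks the transcript end. Both replicates are highest in the first bin past the 3′ end, at 22.9 and 27.0 nt per kb.

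Of the coding genes, 938 (18.3%) had a cluster in both replicates. Among transcripts of at least 500 nt, the highest coverage was at tpx1, which encodes a peroxiredoxin and lies on chromosome III from 2084942 to 2085719 (37.7% ± 7.00, SD, n = 2). The 10 highest also hold hsp16, which encodes a small heat shock protein (26.0% ± 6.13), srx1, a sulfiredoxin (24.3% ± 7.54), and sod1, a superoxide dismutase (23.2% ± 5.38). The others of the 10 were rtc3 (28.7%), the histone H3 gene hht2 (24.4%), rpl102 (24.1%), SPBC19C7.04c (23.0%), gpd1 (22.2%), and the histone H4 gene hhf3 (21.0%). The coverage of rpl102, a ribosomal protein gene, was 38.3% in replicate 1 and 9.88% in replicate 2. By reads, the highest was sua7, which encodes TFIIB, with a mean of 136438 reads, followed by ptl1 (120048), ade4 (57090), cwf7 (42378), iss1 (34159), gnd1 (28095), the chaperone gene hsp104 (24505), SPAC343.20 (24348), hsp90 (23616), and seb1 (22649). The transcript of seb1 itself, on chromosome I from 959885 to 962227, had a coverage of 10.8% in replicate 1 and 18.3% in replicate 2.
Of 9 histone genes, 6 had a cluster in both replicates, with a mean coverage of 11.8% ± 1.21. Of 9 glycolytic genes, 7 did (5.00% ± 1.96), among them tdh1, which encodes glyceraldehyde-3-phosphate dehydrogenase (12.4%), and tpi1, triosephosphate isomerase (6.74%). Of 131 ribosomal protein genes, 32 had a cluster in both replicates (3.71% ± 0.528), with rpl13 at 17.3% and rps2202 at 15.1%. Of 10 meiotic mRNAs that Mmi1 removes in growing cells, 5 did (4.28% ± 0.562), with mug9 at 14.9%, mcp7 at 13.1%, mei4, a meiotic transcription factor, at 6.13%, and rec8, the meiotic cohesin subunit, at 3.87%. Of 24 genes of heterochromatin assembly, 3 had a cluster in both replicates (dcr1 at 0.508%, rdp1 at 1.49%, and hrr1 at 0.885%), with a mean of 0.467% ± 0.123. The coverage of clr4, which is deleted in this strain, was 1.34% in replicate 1 and 0% in replicate 2 over its annotated transcript. Both clusters of replicate 1 lie in the annotated 3′ UTR, and how much of the transcript the deletion removes is not given in the sources used here. Of 16 genes of 3′ end processing and termination, 3 had a cluster in both replicates (seb1, cft1 at 1.52%, and pla1 at 2.45%). Of 9 elongation factor genes none did, and 1 of 8 genes of RNA elimination did (red1 at 1.89%). The 13 Tf2 retrotransposons had no cluster in either replicate. Among 17 genes that the paper names, 4 had a cluster in both replicates: seb1, adh1 (3.32%), its8 (0.794%), and cta3 (0.746%). The genes SPAC1B3.12c and SPAC31G5.17c, annotated as rpb10 and rps1001, had 0% and 0.997%. The gene lists and the rule for naming genes were set before the data were examined. RNA levels and transcript lengths were not taken into account. A cluster needs at least 10 reads, so differences between these genes or lists cannot be told apart from differences in RNA abundance. The downstream value was 8.11 nt per kb with clusters of at least 3 conversion locations and 6.10 with clusters found in both replicates only. Leaving out clusters can only lower it, and the other zones are not given under these filters.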

**Figure 2.**
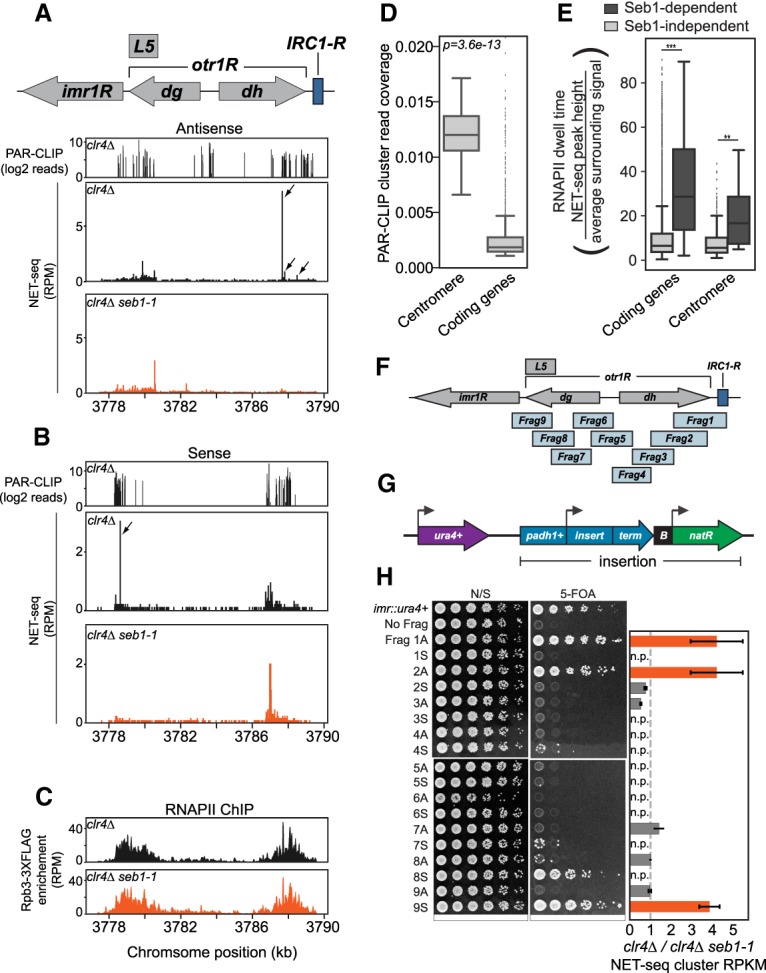
Seb1 directly binds to pericentromeric transcripts and induces RNAPII pausing in silencing-promoting segments. (*A*,*B*) Seb1 PAR-CLIP read clusters (log_2_ reads) and NET-seq peaks (reads per million mapped reads [RPM]) aligned to the right arm of centromere 1 in *clr4Δ* (PAR-CLIP) or comparing *clr4Δ* (black) and *clr4Δ seb1-1* (red) strains (NET-seq). (*A*) Read clusters/peaks aligning to the antisense transcript. (*B*) Read clusters/peaks aligning to the sense transcript. Arrows indicate locations of Seb1-dependent NET-seq peak clusters identified computationally (see the Materials and Methods). (*C*) ChIP-seq (chromatin immunoprecipitation [ChIP] combined with high-throughput sequencing) data of Rpb3-3xFlag for the right arm of centromere 1, comparing RNAPII enrichment in *clr4Δ* (black) and *clr4Δ seb1-1* (red). (*D*) Seb1 PAR-CLIP read cluster coverage at the centromeres compared with coding genes. (*E*) RNAPII dwell time analysis for centromeres and coding genes, comparing Seb1-dependent (dark gray) and Seb1-independent (light gray) pauses. (**) *P* = 0.0068; (***) *P* = 3.6 × 10^−59^. (*F*) Illustration of the right arm of centromere 1 and nine overlapping fragments analyzed. (*G*) Illustration of the reporter construct used to determine the silencing capacity of centromere fragments shown in *F*. (*padh1*^+^) *adh1*^+^ promoter; (term) a bidirectional terminator; (B) B-boxes boundary element; (*natR*) nourseothricin-resistance gene. The construct was placed downstream from *ura4*^+^. (*H*) Silencing assays for each fragment in antisense (A) or sense (S) orientations (spotting assay). Cells were plated on nonselective YS medium (N/S) and YS medium supplemented with 5-FOA (5-FOA). Controls for plating were a strain encoding a single functional *ura4*^+^ gene placed in the innermost repeats of centromere 1 (*imr::ura4*^+^) and a strain with the construct in *G* containing no fragment (No Frag). Ratios of *clr4Δ*/*clr4Δ seb1-1* for NET-seq clusters in each fragment in antisense and sense transcription units (bar graph). Value of 1 represents no change in NET-seq signal (dotted line), and a value of >1 represents NET-seq clusters in *clr4Δ* that are reduced in *clr4Δ seb1-1*. Silencing-competent fragments are orange, and silencing-deficient fragments are dark gray. (n.p.) No peaks.

To compare the binding of Seb1 across transcript classes, we computed the fraction of RNA covered by Seb1 PAR-CLIP read clusters. We observed an ∼12-fold higher PAR-CLIP cluster coverage for pericentromeric repeat intervals than for coding gene intervals (Fig. 2D; Supplemental Fig. S4A). 

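Pericentromeric repeats were covered by Seb1 PAR-CLIP clusters 7.82-fold ± 0.136 (SD, n = 2) more than coding genes, and every arm and strand lay above the coding mean in both replicates. The mean coverage of the 12 intervals (6 arms on 2 strands) was 10.5% in replicate 1 and 8.50% in replicate 2, against 1.32% and 1.10% for 5113 coding genes. Over both replicates the highest interval was the minus strand of the left arm of centromere 2 (12.8% ± 0.994) and the lowest was the minus strand of the left arm of centromere 1 (4.25% ± 2.51). Even the lowest exceeded 93.9% of coding genes. Most coding genes had no cluster, while the arms, 6235 to 28125 nt long, average over more sequence, so this rank depends on interval length too. The difference in means was larger than in any of 100000 permutations of the interval labels (two-sided permutation test across intervals, p = 1e-05, the smallest that these permutations can give), and the KS test that the methods name gave p = 7.24e-15. Intervals are not replicates, and opposite strands and copies of the repeats are not independent, so both p-values describe the spread across intervals. The KS test also reflects the many coding genes without a cluster. Of the arm clusters, 99.2% in each replicate match the genome at 2 or more places, and their reads were placed at 1 of the best sites. RNA from 1 copy can therefore add coverage to other copies.

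**Figure D2:**
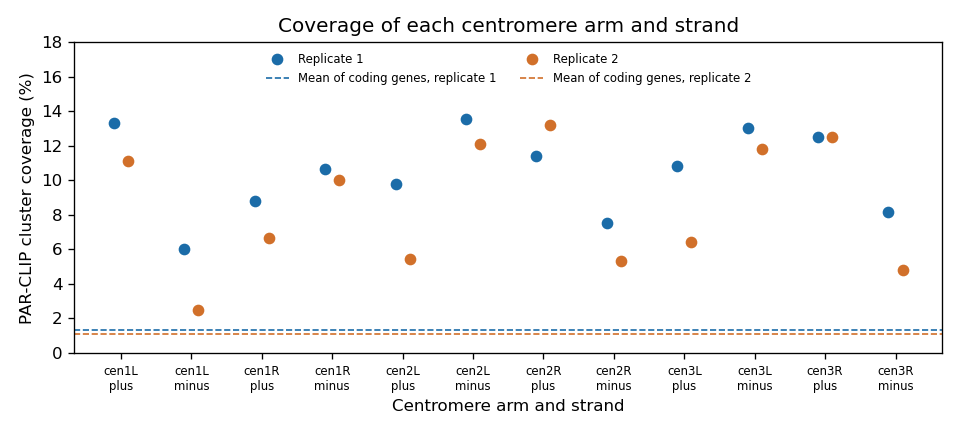
PAR-CLIP cluster coverage in percent of each centromere arm and strand, with 1 point per replicate; dashed lines give the mean over coding genes in each replicate, 1.32% and 1.10%. All 24 points lie above the lines, the lowest at 2.48%.

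Some coding genes were covered as densely: 91 (1.78%) in replicate 1 and 110 (2.15%) in replicate 2 reached the mean of the arms. Of coding genes, 36.5% and 32.8% had any cluster. The fold was 12.9 with clusters of at least 3 conversion locations and 19.7 with clusters found in both replicates only; against coding genes with a cluster alone it was 2.71, and as a ratio of medians over intervals with a cluster it was 4.04. In its discussion, the paper states that Seb1 is enriched on pericentromeric ncRNA transcripts relative to coding sequences.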

Noncoding RNAs (ncRNAs) display the highest coverage at a mean level ∼100-fold higher than that of coding genes (Supplemental Fig. S4B).

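The genes of tRNA, snRNA, rRNA, and snoRNA were covered far more than coding genes. Long noncoding RNA genes, the largest class, were covered less over all their genes, a direction that turned when only genes with a cluster were kept. The 171 tRNA genes had a mean coverage of 87.9% ± 6.18 (SD, n = 2), a fold over coding genes of 72.9 ± 4.39. The 47 rRNA genes had 39.9% ± 4.44 (33.0-fold ± 0.631) and the 66 snoRNA genes 22.5% ± 2.82 (18.6-fold ± 0.0976). The 7133 long noncoding RNA genes had 0.558% ± 0.0740 (0.468-fold ± 0.122; two-sided permutation test across genes, p = 1e-05), and 220 of them (3.08%) had a cluster in both replicates, against 163 of the tRNA genes. Over genes with a cluster the direction turned, with 7.34% in replicate 1 and 6.75% in replicate 2 for long noncoding RNA genes and 3.62% and 3.35% for coding genes, and no test was run on these. This keeps only 491 and 645 of the long noncoding RNA genes, chosen by the value compared. A cluster also fills a larger percent of a shorter gene, and gene length was not taken into account. The 38 genes of other noncoding RNA (0.706% ± 0.336) and the 32 pseudogenes (0.484% ± 0.389) had few members with a cluster.

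**Figure D3:**
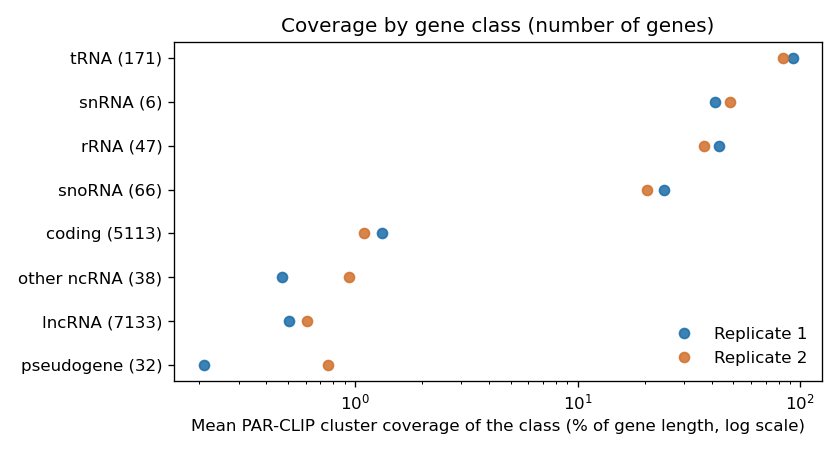
Mean PAR-CLIP cluster coverage of each gene class in percent of gene length on a log scale, with 1 point per replicate and the number of genes in parentheses. The classes tRNA, snRNA, rRNA, and snoRNA lie above coding genes in both replicates and lncRNA lies below in both.

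Over all 7461 noncoding genes the coverage was 3.04% ± 0.118, a fold over coding genes of 2.52 ± 0.231 (two-sided permutation test across genes, p = 1e-05, the smallest that 100000 permutations can give). The exact two-sample KS test gave p = 1.01e-320 at a distance of 0.352, but it has no direction, and most long noncoding RNA genes were at 0%. The fold was 0.665 without tRNA and rRNA genes and 0.872 against coding genes with a cluster only, both below 1, while it was 4.72 with clusters of at least 3 conversion locations, 7.12 with clusters found in both replicates, and 23.3 over noncoding genes with a cluster.
Among single genes, all nucleotides of the phenylalanine tRNA gene SPATRNAPHE.01, on chromosome I from 3701556 to 3701628, lay in clusters in both replicates, with 1820706 reads in replicate 1 and 539971 in replicate 2. The other 9 of the 10 highest by coverage, ranked by reads among equals, were also at 100% and were genes for phenylalanine and tyrosine tRNAs and the snoRNA snoU14. The most reads, a mean of 1509352, lay on the rRNA gene SPRRNA.49 (85.9% ± 8.14). The long noncoding RNA mamRNA, on chromosome II from 1307681 to 1308359, lies just upstream of snoU14 and had 99.3% ± 0.833 coverage. In replicate 1, a single cluster of 1070 nt with 825990 reads spans both genes. Of the other structured RNAs, all 4 had a cluster in both replicates: srp7, the RNA of the signal recognition particle (93.5% ± 8.60), mrp1, of RNase MRP (28.9% ± 0.886), rrk1, of RNase P (22.5% ± 0.396), and ter1, of telomerase (2.02%). The U3 snoRNA genes snu32 and snu3 had 53.9% ± 18.0 and 28.5% ± 2.21. Of 5 regulatory long noncoding RNAs listed, 4 were found in the annotation and all 4 had clusters in both replicates: nc-pho1 (12.1% ± 0.635), prt2 (12.1% ± 0.742), nc-tgp1 (7.63% ± 5.58), and sme2 (5.51% ± 3.17). The first 3 are transcribed upstream of phosphate-responsive genes, and sme2 is the meiotic RNA that binds Mei2.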

We next examined the NET-seq profiles of pericentromeric heterochromatin sequences of *clr4Δ* and *clr4Δ seb1-1* strains (replicate experiments were conducted). Pericentromeric regions harbor detectable NET-seq signal in *clr4Δ* cells despite a low level of polymerase engagement at any single nucleotide (Fig. 2A,B, middle panels). The signal overlaps with regions of high Seb1 PAR-CLIP cluster coverage (Fig. 2A,B, top panels). 

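NET-seq peak clusters in the pericentromeric arms, where RNAPII accumulates, lay under Seb1 PAR-CLIP clusters more often than after random shifts of the PAR-CLIP clusters. Of the 84 NET-seq clusters that Supplemental Table S2 lists in the arms, 49 (58.3%) overlapped a PAR-CLIP cluster of either replicate on the same strand by at least 1 nt. When the PAR-CLIP clusters were shifted around each arm and strand, 24.3% were overlapped on average (one-sided permutation test with 10000 shifts, p = 0.0001, the smallest that they can give). With replicate 1 alone 42 were overlapped and with replicate 2 alone 37, against 16.6 and 15.0 on the shifts (permutation test, p = 0.0001 in each). On the minus strand of the left arm of centromere 3, 13 of 21 were overlapped, and on the minus strand of the left arm of centromere 2, 8 of 13. On the minus strand of the right arm of centromere 3, 8 of 16 were overlapped, 6 with replicate 1 alone and 2 with replicate 2 alone. On the right arm of centromere 1, 4 of 6 on the plus strand and 3 of 8 on the minus strand were overlapped. Each arm and strand was shifted on its own, so the p-values count copies of a repeated site as separate, though they are not independent. The shifts treat all positions of an arm and strand alike, although both assays give signal only where RNA is made. They therefore cannot separate overlap at the same sites from signal in the same transcribed stretches. The overlap does not show that these NET-seq clusters depend on Seb1. The paper's averaged ratio of clr4Δ to clr4Δ seb1-1 had a median of 1.46 in overlapped clusters and 2.00 in the others, with cluster length not taken into account. The positions of the NET-seq clusters are the paper's, and no NET-seq reads were analysed here. With PAR-CLIP clusters found in both replicates only, the share was 38.1%.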

Notably, a handful of discrete peaks indicative of pausing were observed, and the largest were lost in the *seb1-1* mutant for both antisense and sense signals (Fig. 2A,B, bottom panels; Supplemental Table S2). RNAPII densities at the pericentromeric regions are comparable between *clr4Δ* and *clr4Δ seb1-1* strains as assessed by ChIP-seq (chromatin immunoprecipitation [ChIP] combined with high-throughput sequencing) analysis of Rpb3-3xFlag (Fig. 2C; Supplemental Fig. S4C), indicating that decreases in NET-seq peak intensities caused by the *seb1-1* mutation are not trivially explained by loss of RNAPII recruitment (note that rare pauses may not impact overall RNAPII density as measured by ChIP-seq). Notably, calculation of polymerase dwell times (Larson et al. 2014) at centromeres and across the genome and genotypes revealed that Seb1-dependent pauses are significantly longer-lived on average than Seb1-independent pauses (Fig. 2E; Supplemental Fig. S4D). These data reveal detectable Seb1-dependent RNAPII pauses in pericentromeric sequences.

Previous studies identified two segments of pericentromeric DNA that can trigger heterochromatin: *L5* (Partridge et al. 2002; Volpe et al. 2003) and fragment 1 (*Frag1*) (Marina et al. 2013), respectively. *Frag1* defined a segment that requires both RNAi and Seb1 for its activity (Marina et al. 2013). To compare the activity of pericentromeric fragments with their transcription properties described above, we extended this analysis using a system that we used previously (Marina et al. 2013). The *cen1R* region was divided into nine overlapping fragments (Fig. 2F; Supplemental Table S3). Each fragment was placed downstream from an *adh1*^+^ promoter (*padh1*^+^) in either forward or reverse orientation and upstream of a transcription terminator. This insert was then placed downstream from *ura4*^+^ (Fig. 2G). Silencing of *ura4*^+^ was determined using YS-FOA plates, which select for *ura4*^+^ repression. The insert of *Frag1* displays silencing activity; this construct was used previously to isolate the *seb1-1* mutant and was shown to require the *padh1*^+^ promoter for silencing activity (Marina et al. 2013). Three additional fragments exhibit strong silencing activity, and each is functional in only one orientation (*Frag2A*, *Frag8S*, and *Frag9S*) (Fig. 2H). Thus, these pericentromeric regions harbor a transcription-dependent orientation-specific signal capable of triggering silencing. To examine the relationship of these regions to those that display detectable Seb1-dependent pauses, we identified clusters of NET-seq peaks (see the Materials and Methods) and computed the total read density of these clusters within each fragment. A comparison of *clr4Δ* to *clr4Δ seb1-1* strains revealed significant correlation (χ^2^ = 12.6, *P* < 0.001) (Fig. 2H, *Frag1A*, *Frag2A*, and *Frag9S*; Supplemental Fig. S5A–C). The exception, *Frag8S,* displays silencing activity but no detectable Seb1-dependent NET-seq peak clusters (although it does display Seb1-dependent NET-seq signal) (Fig. 2H; Supplemental Fig. S5D). The heterochromatin assembly activity of this fragment may be pause-independent, or the relevant RNAPII pauses may be below the sensitivity of NET-seq. Introduction of the *seb1-1* allele into these reporter strains (*Frag2A*, *Frag8S*, and *Frag9S*) by homologous recombination leads to reduced silencing of *ura4*^+^ (Supplemental Fig. S5E). The residual activity is likely due to the parallel RNAi pathway (Marina et al. 2013). These data indicate that Seb1 directly recognizes *dg* and *dh* RNAs, induces detectable pausing in centromere fragments, and promotes the silencing activity directed by these sequences.

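Within the right arm of centromere 1, PAR-CLIP cluster coverage varied widely among the 9 overlapping fragments and their orientations, and the silencing orientations were not the most covered. The highest coverage was in 2S (23.0% ± 1.02, SD, n = 2), on chromosome I from 3785843 to 3788836, followed by 5A (19.3% ± 0.511), 6A (18.8% ± 0.235), and 1S (17.9% ± 0.101). Of the orientations with silencing activity, Frag1A had 11.6% ± 4.43, Frag2A 6.11% ± 1.56, Frag9S 5.86% ± 3.50, and Frag8S 0.365% ± 0.516, the last with a cluster in replicate 1 only. The orientations 4S and 7A had no cluster in either replicate. Antisense orientations were read on the minus strand and sense orientations on the plus strand.

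**Figure D4:**
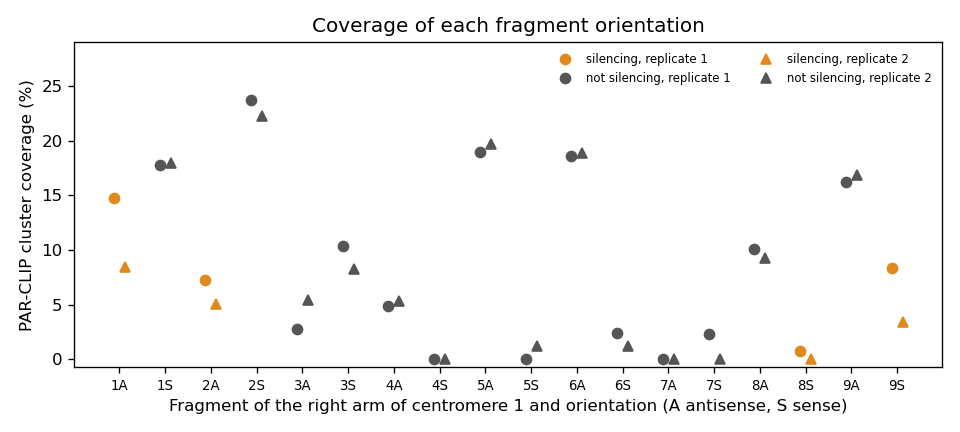
PAR-CLIP cluster coverage in percent of each fragment orientation of the right arm of centromere 1, with circles for replicate 1 and triangles for replicate 2; orientations with silencing activity are orange. Orange points range from 0% to 14.7% and gray points from 0% to 23.7%.

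The mean of the 4 silencing orientations was 5.98% ± 2.50 and that of the other 14 was 9.09% ± 0.0870, a difference of -3.11 percentage points (exact two-sided permutation test, p = 0.492). The difference was -4.95 with clusters found in both replicates only, -4.82 without replicate 1, and -1.40 without replicate 2. The fragments overlap, so their values are not independent, and with 4 orientations against 14 the test may miss a difference. The paper compared silencing with Seb1-dependent NET-seq clusters, not with coverage, and scored it on reporter constructs. Coverage here is of the native arm, so the test does not address that comparison.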

### Global enhancement of RNAPII pausing can trigger ectopic heterochromatin assembly

The shared defect of the viable *seb1-1* allele in both heterochromatin assembly and RNAPII pausing suggests that pausing signals the assembly of heterochromatin. However, given that Seb1 may have other activities impacted by *seb1-1*, we sought an orthogonal test of the role of pausing. Thus, we pursued an alternative strategy of testing whether increasing RNAPII pausing per se could be sufficient to trigger heterochromatin assembly and, if so, whether such an activity required RNAi. We exploited the conserved elongation factor TFIIS, which binds paused RNAPII complexes and stimulates RNA hydrolysis by RNAPII, enabling restart (Mayer et al. 2017). It is thought that all genes are subject to this type of rescue mechanism, as pausing is a ubiquitous feature of transcription. Two conserved acid residues in domain III of TFIIS are required for catalysis (Jeon et al. 1994). Mutation of these residues to alanine prevents the cleavage of the RNA by RNAPII (Jeon et al. 1994), ultimately resulting in polymerase trapped in a lethal paused/backtracked state (Sigurdsson et al. 2010; Imashimizu et al. 2013). We introduced the corresponding D274A and E275A mutations in the TFIIS gene *tfs1*^+^, creating a dominant-negative allele, *tfs1*^*DN*^ (Fig. 3A; Lemay et al. 2014). To overcome lethality of this allele (Sigurdsson et al. 2010; Imashimizu et al. 2013), we placed it under control of an *nmt1*^+^ thiamine-repressible promoter and inserted it at the *leu1*^+^ locus (Matsuyama et al. 2004), enabling concerted expression of *tfs1*^+^ and *tfs1*^*DN*^. We conducted replicate NET-seq analysis on *clr4Δ* and *clr4Δ tfs1*^DN^ cells under inducing conditions. Genome-wide analysis of 5′ and 3′ traveling ratios indicated TFIIS^DN^-dependent increases in RNAPII pausing at gene 5′ ends and a more modest effect at 3′ ends (Supplemental Fig. S6A,B).

**Figure 3.**
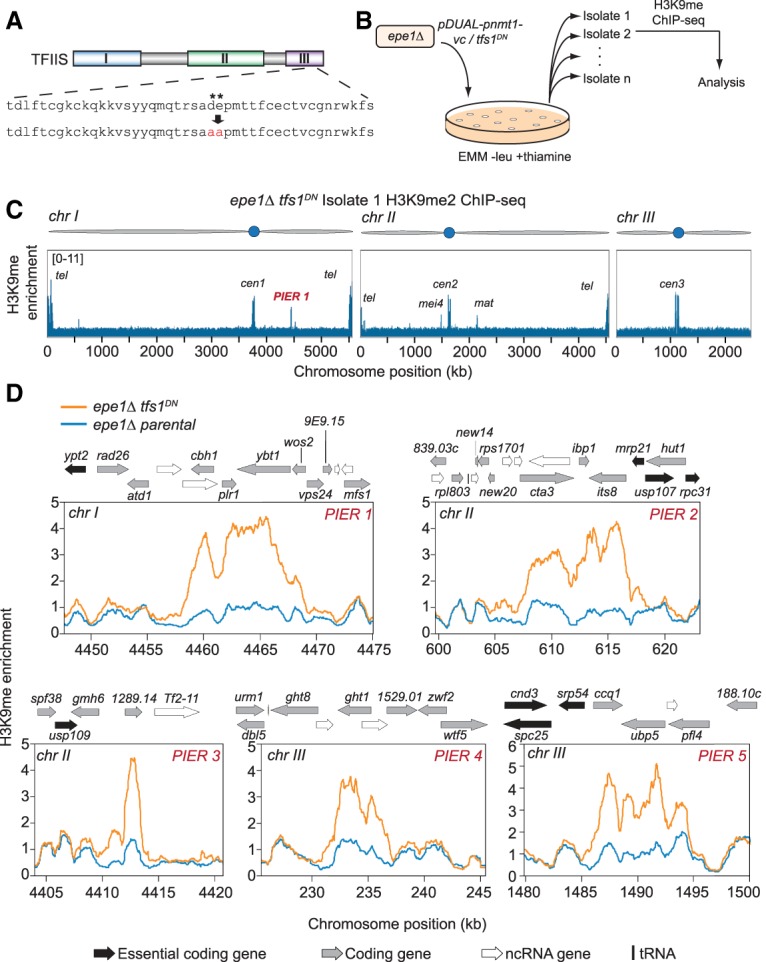
TFIIS^DN^ induces ectopic heterochromatin formation. (*A*) Representation of the domains present in TFIIS. Two acidic residues in domain III (denoted by asterisks) were mutated to alanine residues to produce TFIIS^DN^. (*B*) Pipeline for isolating TFIIS^DN^-expressing cells and analysis of genome-wide H3K9me2. *S. pombe epe1Δ* strains were transformed with *tfs1*^*DN*^ controlled by the *nmt1*^+^ thiamine-repressible promoter (*pDUAL-pnmt1^+^-tfs1*^*DN*^) or a vector control (*pDUAL-pnmt1^+^-vc*) and selected on Edinburgh minimal medium (EMM) −leu +thiamine plates. Thirteen isolates for each *epe1Δ tfs1*^*DN*^ and 15 isolates for *epe1Δ* vector control strains were collected. ChIP-seq for H3K9me2 was conducted and analyzed for each isolate as well as a parental strain for each set of isolates. (*C*) Genome-wide representation of H3K9me2 ChIP-seq enrichment for *epe1Δ tfs1*^*DN*^ isolate 1. (PIER) Pause-induced ectopic heterochromatic region. (*D*) Genome browser images of PIERs 1–5 that were observed from *epe1Δ tfs1*^*DN*^ isolates. Each plot contains the H3K9me2 enrichment of the parental *epe1Δ* strain (blue) and the *epe1Δ tfs1*^*DN*^ strain (orange). Genome features are displayed *above* each browser image. (Black arrow) Essential coding gene; (gray arrow) coding gene; (white arrow) ncRNA; (black bar) tRNA.

To test whether stabilizing endogenous RNAPII pauses in this manner triggers de novo ectopic heterochromatin, we performed H3K9me2 ChIP-seq analysis on *tfs1*^*DN*^ strains; however, we observed no effects in this background (data not shown). Heterochromatin components are limiting and antagonized by anti-silencing factors, particularly Epe1, which actively removes the H3K9me mark (Zofall and Grewal 2006; Aygun et al. 2013; Audergon et al. 2015). Thus, we constructed *epe1Δ tfs1*^*DN*^ mutant strains or *epe1Δ* strains carrying an integrated vector-only control (*epe1Δ-vc*), collected multiple strain isolates for each, and performed H3K9me2 ChIP-seq on all isolates (Fig. 3B). Because high-level TFIIS^DN^ expression is lethal in *epe1Δ* cells (Supplemental Fig. S6C, middle panel), experiments were performed in the presence of thiamine, enabling viability (Supplemental Fig. S6C, right panel). Consistent with a slight fitness defect under these conditions (Supplemental Fig. S6C, right panel), RNA-seq analysis revealed that 13% of the transcript pool from the *tfs1* genes arise from the *tfs1*^*DN*^ allele, and 87% arise from the wild-type allele when cells are grown in thiamine (Supplemental Fig. S6D), indicating leaky repression. The ChIP-seq data obtained from strain isolates were examined for H3K9me peaks (see the Materials and Methods). We filtered the results for well-established heterochromatic recruitment sites (including HOODs, islands, meiotic genes, Epe1-bound genes, etc.) (see the Materials and Methods), as these genomic regions have an intrinsic propensity (e.g., via RNAi or the RNA elimination machinery) to nucleate H3K9me (Zofall et al. 2012; Yamanaka et al. 2013; Wang et al. 2015).

Remarkably, of 13 isolates derived from *epe1Δ tfs1*^*DN*^ parents analyzed by H3K9me ChIP-seq, five separate isolates harbor a distinct ectopic region of heterochromatin, which we termed the pause-induced ectopic heterochromatic region (PIER) (Fig. 3C,D; Supplemental Fig. S7). No novel ectopic heterochromatic loci were observed by whole-genome H3K9me2 ChIP-seq in the 15 *epe1Δ-vc* strains (χ^2^ = 7.02, *P* = 0.0082). PIERs range in size from ∼3 to ∼15 kb, and each PIER was unique. Three PIERs are bounded by an essential gene on at least one side of the locus, suggesting that selection likely prevents observing PIERs that assemble over essential genes (PIER2, PIER3, and PIER5) (Fig. 3D); this implies that our approach may underestimate the propensity of PIER formation. H3K9me enrichment at known heterochromatin nucleation sites is unrelated to *tfs1* genotype and is summarized for all strains in Supplemental Figure S8. These results indicate that TFIIS^DN^-induced RNAPII pausing can be sufficient to nucleate heterochromatin at novel sites.

To determine whether H3K9me at PIERs leads to repression, we conducted RNA-seq analysis on *epe1Δ tfs1*^*DN*^ isolate 2 (containing PIER2) (Supplemental Fig. S9A; Supplemental Table S4). We observed a significant decrease (*P* < 0.01) in two of the three genes present in PIER2: *cta3*^+^ and *its8*^+^ (Supplemental Fig. S9A; Supplemental Table S4). TFIIS^DN^ expression does not alter the expression of known heterochromatin factors [*P* < 0.01, |log_2_(fold change)| > 1] (Supplemental Fig. S9B; Supplemental Table S4).

### PIER induction is independent of RNAi

Four out of five PIERs contain overlapping convergent genes that have the potential to form dsRNA (PIER1, PIER2, PIER4, and PIER5) (Fig. 3D). As dsRNA can trigger heterochromatin in *cis* via the RNAi pathway (Simmer et al. 2010), we determined whether the de novo establishment of PIERs requires RNAi. We constructed *epe1Δ ago1Δ* strains by disrupting *ago1*^+^ in the *epe1Δ* mutant. Initial ChIP-seq analysis of three isolates revealed two that display ectopic heterochromatin at the *clr4*^+^ locus and reduced levels of H3K9me at constitutive heterochromatic loci (Supplemental Figs. S10, S11B,C, top panels). Such adaptive silencing of *clr4*^+^ has been described previously in *epe1Δ mst2Δ* strains (Wang et al. 2015) and evidently can occur in strains lacking Epe1 and RNAi. Remarkably, upon integration of *tfs1*^*DN*^ into these two *epe1Δ ago1Δ* strains, H3K9me2 ChIP-seq revealed establishment of heterochromatin at constitutively silenced loci (e.g., centromeres) and its loss at the *clr4*^+^ locus (Supplemental Fig. S11B,C, isolates 1, 3, 4, and 5). This observation indicates that pericentromeric repeats harbor the ability to respond to RNAPII pausing and assemble heterochromatin independently of RNAi. Accompanying these changes, six out of the 12 *epe1Δ ago1Δ tfs1*^*DN*^ isolates subjected to whole-genome analysis acquired PIERs (Fig. 4; Supplemental Fig. S11). Five of six of these PIERs are bounded by an essential gene on at least one side of the region similar to that seen in the *epe1Δ tfs1*^*DN*^ (PIER6–10) (Fig. 4), consistent with the notion that essential genes limit our ability to observe ectopic heterochromatin. Again, each PIER was unique. Thus, PIERs can be triggered by RNAPII pausing even in cells lacking a functional RITS complex.

**Figure 4.**
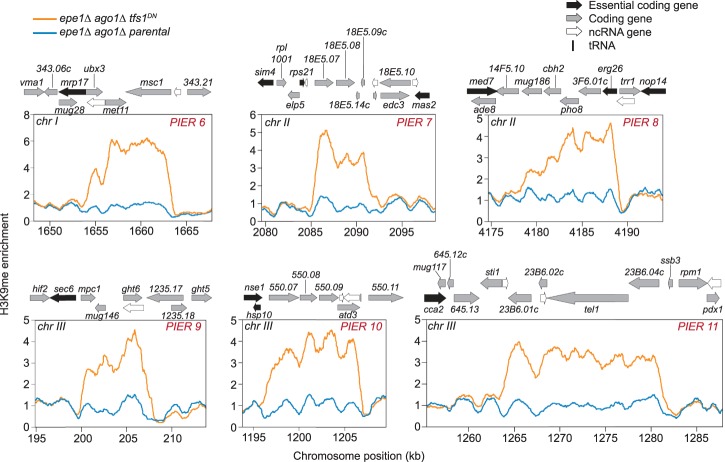
TFIIS^DN^-induced ectopic heterochromatin is RNAi-independent. Genome browser images of PIER6–11 that were observed from *epe1Δ ago1Δ tfs1*^*DN*^ isolates. *epe1Δ ago1Δ* strains were transformed with *pDUAL-pnmt1^+^-tfs1*^*DN*^, and H3K9me2 ChIP-seq was conducted. Genome-wide H3K9me2 enrichment was analyzed, and six PIERs (PIER6–11) were observed from *epe1Δ ago1Δ tfs1*^*DN*^. Each plot contains the H3K9me2 enrichment of the parental *epe1Δ ago1Δ* strain (blue) and the *epe1Δ ago1Δ tfs1*^*DN*^ strain (orange). Genome features are displayed *above* each browser image. (Black arrow) Essential coding gene; (gray arrow) coding gene; (white arrow) ncRNA; (black bar) tRNA.

### The CPA machinery antagonizes heterochromatin assembly

To address the role of Seb1 in the formation of PIERs, we interrogated 15 independent isolates of *seb1-1 epe1Δ tfs1*^*DN*^ for ectopic heterochromatin assembly by whole-genome ChIP. A single PIER was observed (Fig. 5A)—a frequency significantly lower than that produced by *epe1Δ tfs1*^*DN*^ strains (χ^2^ = 4.18, *P* = 0.0409). Two additional regions of ectopic heterochromatin appear evident by visual inspection but were below our cutoffs for H3K9me enrichment (Supplemental Fig. S12A–C). These data suggest that while frequent PIER formation and high levels of H3K9me accumulation are promoted by Seb1, the *seb1-1* allele is permissive for some degree of H3K9me triggered by *tfs1*^*DN*^.

**Figure 5.**
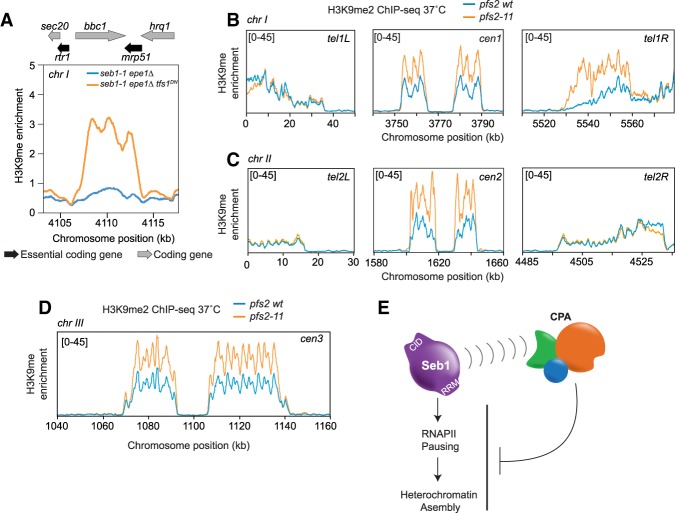
Seb1 promotes PIER formation, and the CPA machinery limits heterochromatin assembly. (*A*) Graph of the single PIER from *seb1-1 epe1Δ tfs1*^*DN*^ isolates. The plot depicts the H3K9me2 enrichment of the parental *seb1-1 epe1Δ* strain (blue) and the *seb1-1 epe1Δ tfs1*^*DN*^ strain (orange). Genome features are displayed *above* the image. (Black arrow) Essential coding gene; (gray arrow) coding gene. (*B*–*D*) Images of H3K9me enrichment at the telomeres and centromere of chromosome I (*B*), chromosome II (*C*), and the centromere III (*D*) in wild-type (blue) and *pfs2-11* (orange) mutant backgrounds after temperature shift. (*E*) Model depicting activation of heterochromatin assembly by Seb1-dependent RNAPII pausing and its repression by the CPA machinery.

Our data demonstrate that Seb1 promotes RNAPII pausing at centromeres, the major site of constitutive heterochromatin assembly, but also at numerous additional sites (Fig. 1). Why, then, is heterochromatin assembly restricted to specific sites under standard growth conditions? A potential clue comes from studies that show that Seb1 promotes CPA termination and copurifies with the CPA machinery (Lemay et al. 2016; Wittmann et al. 2017). One possibility is that recruitment of the CPA by strong polyadenylation signals might suppress heterochromatin assembly, thereby neutralizing the heterochromatin-promoting effects of Seb1. To test this idea, we used a well-characterized temperature-sensitive mutant of a CPA factor, *pfs2-11*, which produces transcription readthrough past the CPA site under nonpermissive conditions (Wang et al. 2005). Strikingly, under these conditions, we observed increased levels of H3K9me at all centromeres (Fig. 5B–D; Supplemental Fig. S13) as well as increased heterochromatin assembly over a 15-kb subtelomeric region on the right arm of chromosome 1 (Fig. 5B; Supplemental Fig. S13). Notably, the increase in centeromeric H3K9me is not at the expense of its loss elsewhere, as occurs in some mutant backgrounds due to limiting amounts of silencing factors (Allshire and Madhani 2018). These data support a model in which the CPA machinery or its actions suppresses heterochromatin formation at sites of Seb1-promoted CPA (Fig. 5E). They are also consistent with the observation that deletion of sequences that include polyadenylation signal enhance heterochromatin assembly on a reporter gene triggered in *trans* by expression of an artificial hairpin (Yu et al. 2014).

## Discussion

Our results indicate that Seb1, a conserved RNAPII-associated RNA-binding protein that mediates RNAi-independent heterochromatin assembly in *S. pombe* (Marina et al. 2013), is enriched on pericentromeric ncRNA transcripts relative to coding sequences and promotes long-lived RNAPII pauses. Remarkably, pausing is sufficient to trigger ectopic heterochromatin assembly in an RNAi-independent fashion, indicating that this is a relevant activity of Seb1 in promoting heterochromatin assembly. Binding of Seb1 to euchromatic ncRNAs (e.g., small nuclear RNAs [snRNAs]) is not associated with detectable heterochromatin assembly, which may be due to high levels of transcription, which induces anti-silencing histone marks and histone turnover, both of which antagonize silencing (Allshire and Madhani 2018). 

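All 5 spliceosomal snRNA genes that were listed before the data were examined had a Seb1 PAR-CLIP cluster in both replicates, with a mean coverage of 49.9% ± 0.0522 (SD, n = 2), a fold over coding genes of 41.5 ± 5.36. These snRNAs are the RNA cores of the U1, U2, U4, U5, and U6 particles of the spliceosome. Their genes are 120 to 187 nt long, and the median cluster was 40 nt in replicate 1 and 39 nt in replicate 2. A cluster fills a larger percent of a shorter gene, and gene length was not taken into account in the fold. The highest mean over both replicates was at snu5, on chromosome II from 3236867 to 3236986, with 86.7% in replicate 1 and 52.5% in replicate 2, where snu1 was highest at 61.7%. The gene for the U6 snRNA, snu6, had 52.8% ± 0.982, snu1 had 49.0% ± 18.0, snu2 had 44.7% ± 13.2, and snu4 had 33.5% ± 8.35. The mean of the 5 was nearly equal between replicates, while snu1, snu2, snu4, and snu5 each differed by more than 10 percentage points. By reads, snu2 had the highest mean, with 16617 in replicate 1 and 7789 in replicate 2, where snu6 had 7888, and snu4 the lowest, with 2085 and 1545.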

At mRNA-coding genes, heterochromatin assembly suppression by the CPA machinery may also play a role in specificity (Fig. 5E). Additionally, the repetitiveness of pericentromeric sequences may also contribute to specificity by producing a threshold density of paused polymerases within a discrete genomic interval. Testing these and other possibilities will require the development of tools that enable the programming of pauses of defined length at defined sites and at defined levels of transcription. Relevant to the issue of heterochromatin assembly specificity is a recent study (Gallagher et al. 2018) that reported that the low-temperature culturing of *S. pombe* triggers H3K9me heterochromatin islands across the genome independently of RNAi. Thus, the ability of “euchromatic” sites to assemble facultative heterochromatin is evidently higher than might have been assumed.

Our data are germane to the observation that mutations in the Paf1 complex (Paf1-C), a multifunctional elongation complex that binds cooperatively to RNAPII with TFIIS (Xu et al. 2017), enables synthetic hairpin RNAs to trigger heterochromatin in *trans* and increases heterochromatin spreading in *S. pombe* (Kowalik et al. 2015; Sadeghi et al. 2015; Verrier et al. 2015). While the elongation-promoting activity of Paf1-C has been suggested to limit heterochromatin by limiting targeting of RITS to the nascent transcript (Kowalik et al. 2015), it may also act via RNAi-independent mechanisms, as we found that increased RNAPII pausing can trigger H3K9me independently of RNAi. Seb1-triggered RNAPII pausing may drive heterochromatin assembly by promoting the heterochromatic stalling of replisomes associated with CLR-C through RNAPII–replisome collisions as proposed (Li et al. 2011; Zaratiegui et al. 2011). Analogous concepts have been put forth in *S. cerevisiae*, where tight protein–DNA interactions are sufficient to trigger recruitment of the SIR complex (Dubarry et al. 2011). Consistent with this hypothesis, such transcription–replication conflicts are limited by Paf1-C (Poli et al. 2016), which inhibits heterochromatin assembly, while slowing of replisome progression enhances heterochromatin spread (Singh and Klar 2008; Li et al. 2017). It has also been proposed that the 5′ → 3′ RNA exonuclease Dhp1 (related to *S. cerevisiae* Rat1/Xrn2), which is required for RNAi-independent heterochromatin assembly, recruits the silencing machinery via a physical interaction with CLR-C (Chalamcharla et al. 2015; Tucker et al. 2016). Because RNAPII pausing enhances recruitment of Xrn2 (Wagschal et al. 2012; Contreras et al. 2013), and Seb1 copurifies with the Dhp1 (Lemay et al. 2016; Wittmann et al. 2017), Seb1-induced pausing may promote heterochromatin assembly via this mechanism as well. Our model also readily accommodates genetic observations that null mutants in *S. pombe* RNAPII elongation factors suppress the H3K9me defect of RNAi mutants (Reyes-Turcu et al. 2011; Sadeghi et al. 2015) as well as analogous observations for mutants in RNA biogenesis factors (Reyes-Turcu et al. 2011), as these factors also promote transcriptional elongation (Luna et al. 2012). Weak CPA signals promote heterochromatin assembly (Yu et al. 2014), which is predicted to result in accumulation of paused RNAPII at *S. pombe* downstream pause elements (Aranda and Proudfoot 1999). Another key factor recruited to pericentromeric regions by Seb1 is the remodeling/HDAC (histone deactylase) complex SHREC (Marina et al. 2013). Thus, Seb1-paused RNAPII may promote heterochromatin assembly through multiple mechanisms. Given the tight coupling of this heterochromatin signal to RNAPII activity, it is tempting to speculate that Seb1-mediated pausing may have evolved from a surveillance mechanism for silencing foreign DNA. Finally, pathogenic triplet repeat expansions in the Friedreich ataxia gene *FXN* concomitantly display a block to transcriptional elongation and the appearance of H3K9me on *FXN* (Punga and Bühler 2010; Li et al. 2015), raising the possibility that pause-induced heterochromatin underlies disease pathogenesis.

## Materials and methods

### Yeast strains, plasmids, and media

A list of all *S. pombe* strains and plasmids used in this study is in Supplemental Table S5. Cells were grown at 30°C in synthetic complete (SC) medium with adenine and amino acid supplements with reduced levels of uracil (150 mg/L) for PAR-CLIP or in Edinburgh minimal medium (EMM) supplemented with adenine, uracil, and the appropriate amino acids with or without 15 µM thiamine for NET-seq and ChIP-seq.

### NET-seq

NET-seq experiments were conducted as described previously (Churchman and Weissman 2012) with minor alterations for *S. pombe*. *S. pombe* cultures were grown in 1 L of EMM without thiamine to an OD_600_ of 0.7, harvested via filtration, and flash-frozen in liquid nitrogen. Lysis and immunoprecipitation were conducted as described previously (Shetty et al. 2017). Adaptor ligation was performed using random hexamer-barcoded adaptors. All strains were analyzed in duplicate, and sequencing was conducted on a HiSeq 4000 platform.

### RNA-seq

Strains were grown in YS medium + 3% glucose overnight to OD_600_ = 0.7. Cells were harvested by centrifugation, washed twice with ice-cold water, and flash-frozen. Pellets were resuspended in 1 mL of Trizol (Thermo Fisher Scientific, 15596026). Zirconia-silica beads (0.5-mm; BioSpec, 11079105z) were added, and lysis was accomplished by three cycles of bead beating for 90 sec on high (Bead Ruptor 12 homogenizer, OMNI International). Following centrifugation at 14,000 rpm for 10 min at 4°C, the supernatant was transferred to a microcentrifuge tube, extracted once with chloroform, and precipitated with isopropanol. Following resuspension and reprecipitation with isopropanol, pellets were washed with 75% ethanol and air-dried for 30 min. Pellets were resuspended in 150 µL of RNase-free water.

One microgram of total RNA was used to isolate mRNA using PolyATtract systems III and IV (Promega, Z5310) according to the manufacturer's instructions. Input RNA quality and mRNA purity were verified by Bioanalyzer RNA 6000 Pico kit (Agilent, 5067-1513). To address the issue of genomic DNA contamination in RNA samples, we used Zymo RNA Clean and concentrator kit 5 (Zymo Research, 11-326) according to the manufacturer's instruction. A sequencing library was constructed using NEBNext Ultra Directional RNA library preparation kit for Illumina (New England Biolab, E740S). Libraries were analyzed for quality and average size on Bioanalyzer high-sensitivity DNA kit (Agilent, 5067-4626). The sequencing was performed on an Illumina HiSeq 4000 platform.

### PAR-CLIP

PAR-CLIP experiments were conducted as a combination of PAR-CLIP and CRAC (cross-linking and analysis of cDNA) protocols (Granneman et al. 2009; Hafner et al. 2010) in two replicates. Cells were grown in 2 L of SC medium to an OD_600_ of 0.75. 4-thiouracil (Sigma, 440736-1G) was added to a final concentration of 1.3 mM for 15 min in the dark at 30°C. Samples were immediately cross-linked using the UV Power-Shot handheld UV curing system (SPDI UV) at a 365-nm wavelength for 15 min while continuously stirring. Samples were collected by filtration, resuspended in 6 mL of buffer TMN150 (50 mM Tris-HCl at pH 7.8, 150 mM NaCl, 1.5 mM MgCl_2_, 0.5% NP-40, 5 mM β-mercaptoethanol), and frozen as “yeast popcorn” by drop-wise addition to liquid nitrogen. This material was lysed by ball mill for five cycles at 15 Hz for 3 min (Mixer Mill MM 301, Retsch). CRAC was then performed from this point on as described previously (Granneman et al. 2009) with the exception of gel extraction, which was conducted by electroelution of the gel piece containing the radioactively labeled RNA sample using D-TubeTM dialyzer midi tubes (EMD Millipore, 71507-3). Electroelution was carried out in 1× MOPS SDS PAGE buffer (5 mM MOPS, 50 mM Tris, 0.1% SDS, 1 mM EDTA) and run for 2 h at 100 V. The isolated sample was transferred to a fresh tube, and 100 µg of Proteinase K (Sigma, P2308) was added to the sample. Procedures after Proteinase K treatment were conducted as described previously (Granneman et al. 2009), and samples were sequenced on the HiSeq 4000 platform.

### Spotting assay

Strains were grown overnight to saturation and diluted to an OD_600_ of 1. Serial dilutions were performed with a dilution factor of 5. For *ura4*^+^ silencing assays, cells were grown on nonselective medium and 2 g/L 5-fluoroortic acid (FOA) (unless stated otherwise) YS plates for 3 d at 30°C. For *tfs1*^*DN*^ induction assays, cells were grown on YS, EMM −leu −thiamine, or EMM −leu +thiamine for 3 d.

### ChIP-seq

ChIP-seq was conducted as described previously (Inada et al. 2016). ChIP-seq immunoprecipitations were performed with 10 μg of anti-H3K9me2 (Abcam, ab1220) and 10 µg of anti-Flag (Sigma, P3165). Samples were sequenced on a HiSeq 4000 platform.

### NET-seq analysis: genome alignment

For NET-seq analysis, adapter sequences (using ATCTCGTAT) were removed, and reads were flattened to remove sequence duplicates. Barcoded reads were then mapped to the *S. pombe* genome (Wood et al. 2012) using Bowtie (Langmead et al. 2009) to align and omit any sequence reads that were misprimed during the reverse transcription step of NET-seq and thus lacked a barcode using the following flags: -M1 --best --strata. Unaligned files were collected for further analysis. Barcodes were removed, and the new unique debarcoded reads were realigned to the genome using the following flags in Bowtie: -M1 --best --strata.

### NET-seq analysis: cluster finding

High-density regions of NET-seq signal were defined across centromeres and coding regions to compare NET-seq density between genotypes. First, NET-seq peaks were discovered by calculating robust *Z*-scores (based on median and median absolute deviation) from the log_2_ transform of the number of reads starting at each position in the defined region (centromere fragment or transcript). Positions with a robust *Z*-score of at least 2 and at least 10 unique reads were considered peaks. Next, peaks were clustered together using a sliding window (width = 50, increment = 10). The density of the cluster was calculated as the number of reads in the cluster divided by the size of the cluster in kilobases.

To determine cluster densities for each fragment derived from the right arm of centromere 1, the sum of cluster densities was normalized to the sum of all densities in each sample. Error bars represent the range of two replicates.

### NET-seq analysis: traveling ratio

Traveling ratios were calculated for every nonoverlapping annotated transcript at least 1000 nucleotides (nt) in length according to the Pombase annotation (Wood et al. 2012). Transcripts with <50 total reads were excluded from the analysis. The traveling ratio was determined for a 0.5-kb window either immediately after the TSS (5′ traveling ratio) or immediately before the CPA site (3′ traveling ratio). Transcripts <1 kb in length were omitted from this analysis to ensure that the 0.5-kb 5′ and 3′ windows used for each traveling ratio do not overlap. Reads were counted in this window and across the entire transcript and then divided by the size of the window or transcript, respectively. Transcripts were clustered using *K*-means (sklearn.cluster.Kmeans, three centroids) based on the travelling ratio at each end of the *clr4Δ* and *clr4Δ seb1-1* mutant on one replicate. *P*-values for each cluster for the difference between the *clr4Δ* and *clr4Δ seb1-1* traveling ratio distributions were determined by KS test for each pair of replicates. Traveling ratio cumulative distribution function (CDF) plots were similar between replicates, and a single replicate is presented.

### NET-seq analysis: dwell time

Dwell time was determined by normalizing peak height to the average NET-seq signal density of the surrounding 100 nt. NET-seq peaks with at least a twofold decrease from *clr4Δ* to *clr4Δ seb1-1* in both replicates were considered Seb1-dependent. *P*-values were determined by KS test.

### RNA-seq analysis

Analysis was performed using TopHat (Trapnell et al. 2009) and DESeq2 (Love et al. 2014). Changes in transcript expression levels required a greater than twofold change in mutants compared with wild type to be considered significantly changed enough to have a functional consequence. Data analysis was performed on two replicates per condition.

To determine the fraction of reads derived from the expression of *tfs1*^*DN*^, we divided the total number of reads that specifically aligned to the mutated region of the *tfs1*^*DN*^ allele by the total number of reads (both wild-type and mutant alleles) that aligned to this same region.

### Seb1 PAR-CLIP data analysis by PARalyzer

For PAR-CLIP analysis, adapter sequences were removed, and reads were mapped to the *S. pombe* genome (Wood et al. 2012) using Bowtie (Langmead et al. 2009), allowing for three mismatches with the following flags: -M1 -v3 --best --strata. Seb1-binding site read clusters were identified with PARalyzer (Corcoran et al. 2011). Reads of <20 nt were omitted, and read clusters required at least 10 reads and at least two T → C conversions per cluster to be called as a Seb1-binding site. The PARalyzer OUTPUTCLUSTERSFILE file was converted to a genome browser readable file (.bam) for analysis. PAR-CLIP cluster coverage was calculated as the fraction of the interval of interest harboring a PARalyzer-called PAR-CLIP cluster (centromere arm, coding gene, or ncRNA). *P*-values were determined by KS test.

### DREME motif analysis

DREME (Bailey 2011) motif discovery for short ungapped sequences was used to find Seb1-specific binding motifs. PAR-CLIP clusters that were flattened to remove identical recurrent sequence clusters originating from all three centromeric regions were subjected to motif analysis. A shuffled sequence set created from the input sequences was used as a control.

### ChIP-seq analysis

ChIP-seq analysis was conducted as described previously (Inada et al. 2016). Briefly, adaptor sequences from ChIP-seq sequencing libraries were removed (using GATCGGAAGA), and reads <20 nt were omitted. Reads were aligned to the *S. pombe* genome (Wood et al. 2012) using Bowtie (Langmead et al. 2009) with the following flags: -M1 --best --strata. Aligned reads were smoothed over a 1-kb window.

### ChIP-seq analysis: PIER discovery

H3K9me ChIP-seq peaks were considered as novel ectopic sites of H3K9me if two criteria were met: (1) H3K9me peaks were threefold or greater than the genome background signal in the isolate, and (2) when normalized to the whole-cell extract (denoted “H3K9me enrichment” in the figures), the H3K9me signal at the peak was threefold or greater higher than the background and parental H3K9me ChIP-seq signals. A curated list of genomic regions previously observed to have a propensity to form heterochromatin in various *S. pombe* backgrounds (Yamanaka et al. 2012; Zofall et al. 2012; Wang et al. 2015) was generated (Supplemental Table S6). In *epe1Δ* backgrounds, oscillation and spreading of H3K9me can occur (Trewick et al. 2007); thus, peaks within 10 kb of our curated list of H3K9me nucleation sites or within 10 kb of H3K9me regions present in the parental strain were not counted as novel H3K9me nucleation events.

### ChIP-seq analysis: H3K9me levels at HOODs, islands, meiotic genes, and PIERs

For all isolates and whole-cell extracts, RPKMs (reads per kilobase transcript per million mapped reads) for each region in Supplemental Table S6 and all PIERs were normalized to the RPKM of a 10-kb window surrounding each region (5 kb upstream and downstream). The ratio of H3K9me enrichment values from isolates to the whole-cell extracts were plotted as a heat map (Supplemental Fig. S8).

### Data sets

All available sequencing data sets are listed in Supplemental Table S7 and were deposited in the Gene Expression Omnibus with the superseries accession number GSE114540.

## Supplementary Material

Supplemental Material

## References

[GAD310136PARC1] Allshire RC, Madhani HD. 2018 Ten principles of heterochromatin formation and function. Nat Rev Mol Cell Biol 19: 229–244.2923557410.1038/nrm.2017.119PMC6822695

[GAD310136PARC2] Aranda A, Proudfoot NJ. 1999 Definition of transcriptional pause elements in fission yeast. Mol Cell Biol 19: 1251–1261.989105910.1128/mcb.19.2.1251PMC116054

[GAD310136PARC3] Audergon PN, Catania S, Kagansky A, Tong P, Shukla M, Pidoux AL, Allshire RC. 2015 Epigenetics. Restricted epigenetic inheritance of H3K9 methylation. Science 348: 132–135.2583838610.1126/science.1260638PMC4397586

[GAD310136PARC4] Aygun O, Mehta S, Grewal SI. 2013 HDAC-mediated suppression of histone turnover promotes epigenetic stability of heterochromatin. Nat Struct Mol Biol 20: 547–554.2360408010.1038/nsmb.2565PMC3661211

[GAD310136PARC5] Bailey TL. 2011 DREME: motif discovery in transcription factor ChIP-seq data. Bioinformatics 27: 1653–1659.2154344210.1093/bioinformatics/btr261PMC3106199

[GAD310136PARC6] Bannister AJ, Zegerman P, Partridge JF, Miska EA, Thomas JO, Allshire RC, Kouzarides T. 2001 Selective recognition of methylated lysine 9 on histone H3 by the HP1 chromo domain. Nature 410: 120–124.1124205410.1038/35065138

[GAD310136PARC7] Bayne EH, White SA, Kagansky A, Bijos DA, Sanchez-Pulido L, Hoe K-L, Kim D-U, Park H-O, Ponting CP, Rappsilber J, 2010 Stc1: a critical link between RNAi and chromatin modification required for heterochromatin integrity. Cell 140: 666–677.2021113610.1016/j.cell.2010.01.038PMC2875855

[GAD310136PARC8] Buhler M, Verdel A, Moazed D. 2006 Tethering RITS to a nascent transcript initiates RNAi- and heterochromatin-dependent gene silencing. Cell 125: 873–886.1675109810.1016/j.cell.2006.04.025

[GAD310136PARC9] Chalamcharla VR, Folco HD, Dhakshnamoorthy J, Grewal SI. 2015 Conserved factor Dhp1/Rat1/Xrn2 triggers premature transcription termination and nucleates heterochromatin to promote gene silencing. Proc Natl Acad Sci 112: 15548–15555.2663174410.1073/pnas.1522127112PMC4697380

[GAD310136PARC10] Chan FL, Wong LH. 2012 Transcription in the maintenance of centromere chromatin identity. Nucleic Acids Res 40: 11178–11188.2306610410.1093/nar/gks921PMC3526279

[GAD310136PARC11] Chen ES, Zhang K, Nicolas E, Cam HP, Zofall M, Grewal SI. 2008 Cell cycle control of centromeric repeat transcription and heterochromatin assembly. Nature 451: 734–737.1821678310.1038/nature06561

[GAD310136PARC12] Churchman LS, Weissman JS. 2011 Nascent transcript sequencing visualizes transcription at nucleotide resolution. Nature 469: 368–373.2124884410.1038/nature09652PMC3880149

[GAD310136PARC13] Churchman LS, Weissman JS. 2012 Native elongating transcript sequencing (NET-seq). Curr Protoc Mol Biol 98: 14.4.1–14.4.17.10.1002/0471142727.mb0414s9822470065

[GAD310136PARC14] Contreras X, Benkirane M, Kiernan R. 2013 Premature termination of transcription by RNAP II. Transcription 4: 72–76.2371469710.4161/trns.24148PMC3646057

[GAD310136PARC15] Corcoran DL, Georgiev S, Mukherjee N, Gottwein E, Skalsky RL, Keene JD, Ohler U. 2011 PARalyzer: definition of RNA binding sites from PAR-CLIP short-read sequence data. Genome Biol 12: R79.2185159110.1186/gb-2011-12-8-r79PMC3302668

[GAD310136PARC16] Dubarry M, Loiodice I, Chen CL, Thermes C, Taddei A. 2011 Tight protein–DNA interactions favor gene silencing. Genes Dev 25: 1365–1370.2172483010.1101/gad.611011PMC3134080

[GAD310136PARC17] Freitag M, Lee DW, Kothe GO, Pratt RJ, Aramayo R, Selker EU. 2004 DNA methylation is independent of RNA interference in Neurospora. Science 304: 1939.1521814210.1126/science.1099709

[GAD310136PARC18] Gallagher PS, Larkin M, Thillainadesan G, Dhakshnamoorthy J, Balachandran V, Xiao H, Wellman C, Chatterjee R, Wheeler D, Grewal SIS. 2018 Iron homeostasis regulates facultative heterochromatin assembly in adaptive genome control. Nat Struct Mol Biol 25: 372–383.2968627910.1038/s41594-018-0056-2PMC5936480

[GAD310136PARC19] Granneman S, Kudla G, Petfalski E, Tollervey D. 2009 Identification of protein binding sites on U3 snoRNA and pre-rRNA by UV cross-linking and high-throughput analysis of cDNAs. Proc Natl Acad Sci 106: 9613–9618.1948294210.1073/pnas.0901997106PMC2688437

[GAD310136PARC20] Hafner M, Landthaler M, Burger L, Khorshid M, Hausser J, Berninger P, Rothballer A, Ascano MJr, Jungkamp AC, Munschauer M, 2010 Transcriptome-wide identification of RNA-binding protein and microRNA target sites by PAR-CLIP. Cell 141: 129–141.2037135010.1016/j.cell.2010.03.009PMC2861495

[GAD310136PARC21] Imashimizu M, Kireeva ML, Lubkowska L, Gotte D, Parks AR, Strathern JN, Kashlev M. 2013 Intrinsic translocation barrier as an initial step in pausing by RNA polymerase II. J Mol Biol 425: 697–712.2323825310.1016/j.jmb.2012.12.002PMC7649676

[GAD310136PARC22] Inada M, Nichols RJ, Parsa JY, Homer CM, Benn RA, Hoxie RS, Madhani HD, Shuman S, Schwer B, Pleiss JA. 2016 Phospho-site mutants of the RNA polymerase II C-terminal domain alter subtelomeric gene expression and chromatin modification state in fission yeast. Nucleic Acids Res 44: 9180–9189.2740215810.1093/nar/gkw603PMC5100562

[GAD310136PARC23] Jeon C, Yoon H, Agarwal K. 1994 The transcription factor TFIIS zinc ribbon dipeptide Asp–Glu is critical for stimulation of elongation and RNA cleavage by RNA polymerase II. Proc Natl Acad Sci 91: 9106–9110.809077810.1073/pnas.91.19.9106PMC44756

[GAD310136PARC24] Kloc A, Martienssen R. 2008 RNAi, heterochromatin and the cell cycle. Trends Genet 24: 511–517.1877886710.1016/j.tig.2008.08.002

[GAD310136PARC25] Kowalik KM, Shimada Y, Flury V, Stadler MB, Batki J, Buhler M. 2015 The Paf1 complex represses small-RNA-mediated epigenetic gene silencing. Nature 520: 248–252.2580748110.1038/nature14337PMC4398878

[GAD310136PARC26] Lachner M, O'Carroll D, Rea S, Mechtler K, Jenuwein T. 2001 Methylation of histone H3 lysine 9 creates a binding site for HP1 proteins. Nature 410: 116–120.1124205310.1038/35065132

[GAD310136PARC27] Langmead B, Trapnell C, Pop M, Salzberg SL. 2009 Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25.1926117410.1186/gb-2009-10-3-r25PMC2690996

[GAD310136PARC28] Larson MH, Mooney RA, Peters JM, Windgassen T, Nayak D, Gross CA, Block SM, Greenleaf WJ, Landick R, Weissman JS. 2014 A pause sequence enriched at translation start sites drives transcription dynamics in vivo. Science 344: 1042–1047.2478997310.1126/science.1251871PMC4108260

[GAD310136PARC29] Lemay JF, Larochelle M, Marguerat S, Atkinson S, Bahler J, Bachand F. 2014 The RNA exosome promotes transcription termination of backtracked RNA polymerase II. Nat Struct Mol Biol 21: 919–926.2524080010.1038/nsmb.2893

[GAD310136PARC30] Lemay JF, Marguerat S, Larochelle M, Liu X, van Nues R, Hunyadkurti J, Hoque M, Tian B, Granneman S, Bahler J, 2016 The Nrd1-like protein Seb1 coordinates cotranscriptional 3′ end processing and polyadenylation site selection. Genes Dev 30: 1558–1572.2740155810.1101/gad.280222.116PMC4949328

[GAD310136PARC31] Li F, Martienssen R, Cande WZ. 2011 Coordination of DNA replication and histone modification by the Rik1–Dos2 complex. Nature 475: 244–248.2172532510.1038/nature10161PMC3163161

[GAD310136PARC32] Li Y, Lu Y, Polak U, Lin K, Shen J, Farmer J, Seyer L, Bhalla AD, Rozwadowska N, Lynch DR, 2015 Expanded GAA repeats impede transcription elongation through the FXN gene and induce transcriptional silencing that is restricted to the FXN locus. Hum Mol Genet 24: 6932–6943.2640105310.1093/hmg/ddv397PMC4654050

[GAD310136PARC33] Li W, Yi J, Agbu P, Zhou Z, Kelley RL, Kallgren S, Jia S, He X. 2017 Replication stress affects the fidelity of nucleosome-mediated epigenetic inheritance. PLoS Genet 13: e1006900.2874997310.1371/journal.pgen.1006900PMC5549764

[GAD310136PARC34] Love MI, Huber W, Anders S. 2014 Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15: 550.2551628110.1186/s13059-014-0550-8PMC4302049

[GAD310136PARC35] Luna R, Rondón AG, Aguilera A. 2012 New clues to understand the role of THO and other functionally related factors in mRNP biogenesis. Biochim Biophys Acta 1819: 514–520.2220720310.1016/j.bbagrm.2011.11.012

[GAD310136PARC36] Marina DB, Shankar S, Natarajan P, Finn KJ, Madhani HD. 2013 A conserved ncRNA-binding protein recruits silencing factors to heterochromatin through an RNAi-independent mechanism. Genes Dev 27: 1851–1856.2401350010.1101/gad.226019.113PMC3778239

[GAD310136PARC37] Matsuyama A, Shirai A, Yashiroda Y, Kamata A, Horinouchi S, Yoshida M. 2004 pDUAL, a multipurpose, multicopy vector capable of chromosomal integration in fission yeast. Yeast 21: 1289–1305.1554616210.1002/yea.1181

[GAD310136PARC38] Mayer A, Landry HM, Churchman LS. 2017 Pause & go: from the discovery of RNA polymerase pausing to its functional implications. Curr Opin Cell Biol 46: 72–80.2836312510.1016/j.ceb.2017.03.002PMC5505790

[GAD310136PARC39] Motamedi MR, Verdel A, Colmenares SU, Gerber SA, Gygi SP, Moazed D. 2004 Two RNAi complexes, RITS and RDRC, physically interact and localize to noncoding centromeric RNAs. Cell 119: 789–802.1560797610.1016/j.cell.2004.11.034

[GAD310136PARC40] Noma K, Sugiyama T, Cam H, Verdel A, Zofall M, Jia S, Moazed D, Grewal SI. 2004 RITS acts in *cis* to promote RNA interference-mediated transcriptional and post-transcriptional silencing. Nat Genet 36: 1174–1180.1547595410.1038/ng1452

[GAD310136PARC41] Partridge JF, Scott KS, Bannister AJ, Kouzarides T, Allshire RC. 2002 *Cis*-acting DNA from fission yeast centromeres mediates histone H3 methylation and recruitment of silencing factors and cohesin to an ectopic site. Curr Biol 12: 1652–1660.1236156710.1016/s0960-9822(02)01177-6

[GAD310136PARC42] Poli J, Gerhold CB, Tosi A, Hustedt N, Seeber A, Sack R, Herzog F, Pasero P, Shimada K, Hopfner KP, 2016 Mec1, INO80, and the PAF1 complex cooperate to limit transcription replication conflicts through RNAPII removal during replication stress. Genes Dev 30: 337–354.2679813410.1101/gad.273813.115PMC4743062

[GAD310136PARC43] Punga T, Bühler M. 2010 Long intronic GAA repeats causing Friedreich ataxia impede transcription elongation. EMBO Mol Med 2: 120–129.2037328510.1002/emmm.201000064PMC3377279

[GAD310136PARC44] Rea S, Eisenhaber F, O'Carroll D, Strahl BD, Sun ZW, Schmid M, Opravil S, Mechtler K, Ponting CP, Allis CD, 2000 Regulation of chromatin structure by site-specific histone H3 methyltransferases. Nature 406: 593–599.1094929310.1038/35020506

[GAD310136PARC45] Reyes-Turcu FE, Zhang K, Zofall M, Chen E, Grewal SI. 2011 Defects in RNA quality control factors reveal RNAi-independent nucleation of heterochromatin. Nat Struct Mol Biol 18: 1132–1138.2189217110.1038/nsmb.2122PMC3190054

[GAD310136PARC46] Sadaie M, Iida T, Urano T, Nakayama J. 2004 A chromodomain protein, Chp1, is required for the establishment of heterochromatin in fission yeast. EMBO J 23: 3825–3835.1537207610.1038/sj.emboj.7600401PMC522800

[GAD310136PARC47] Sadeghi L, Prasad P, Ekwall K, Cohen A, Svensson JP. 2015 The Paf1 complex factors Leo1 and Paf1 promote local histone turnover to modulate chromatin states in fission yeast. EMBO Rep 16: 1673–1687.2651866110.15252/embr.201541214PMC4687421

[GAD310136PARC48] Shetty A, Kallgren SP, Demel C, Maier KC, Spatt D, Alver BH, Cramer P, Park PJ, Winston F. 2017 Spt5 plays vital roles in the control of sense and Antisense transcription elongation. Mol Cell 66: 77–88.e5.2836664210.1016/j.molcel.2017.02.023PMC5394798

[GAD310136PARC49] Sigurdsson S, Dirac-Svejstrup AB, Svejstrup JQ. 2010 Evidence that transcript cleavage is essential for RNA polymerase II transcription and cell viability. Mol Cell 38: 202–210.2041759910.1016/j.molcel.2010.02.026PMC2994637

[GAD310136PARC50] Simmer F, Buscaino A, Kos-Braun IC, Kagansky A, Boukaba A, Urano T, Kerr ARW, Allshire RC. 2010 Hairpin RNA induces secondary small interfering RNA synthesis and silencing in *trans* in fission yeast. EMBO Rep 11: 112–118.2006200310.1038/embor.2009.273PMC2828748

[GAD310136PARC51] Singh G, Klar AJS. 2008 Mutations in deoxyribonucleotide biosynthesis pathway cause spreading of silencing across heterochromatic barriers at the mating-type region of the fission yeast. Yeast 25: 117–128.1803066610.1002/yea.1569

[GAD310136PARC52] Sugiyama T, Cam H, Verdel A, Moazed D, Grewal SI. 2005 RNA-dependent RNA polymerase is an essential component of a self-enforcing loop coupling heterochromatin assembly to siRNA production. Proc Natl Acad Sci 102: 152–157.1561584810.1073/pnas.0407641102PMC544066

[GAD310136PARC53] Sugiyama T, Cam HP, Sugiyama R, Noma K, Zofall M, Kobayashi R, Grewal SI. 2007 SHREC, an effector complex for heterochromatic transcriptional silencing. Cell 128: 491–504.1728956910.1016/j.cell.2006.12.035

[GAD310136PARC54] Trapnell C, Pachter L, Salzberg SL. 2009 TopHat: discovering splice junctions with RNA-seq. Bioinformatics 25: 1105–1111.1928944510.1093/bioinformatics/btp120PMC2672628

[GAD310136PARC55] Trewick SC, Minc E, Antonelli R, Urano T, Allshire RC. 2007 The JmjC domain protein Epe1 prevents unregulated assembly and disassembly of heterochromatin. EMBO J 26: 4670–4682.1794805510.1038/sj.emboj.7601892PMC2048757

[GAD310136PARC56] Tucker JF, Ohle C, Schermann G, Bendrin K, Zhang W, Fischer T, Zhang K. 2016 A novel epigenetic silencing pathway involving the highly conserved 5′–3′ exoribonuclease Dhp1/Rat1/Xrn2 in *Schizosaccharomyces pombe*. PLoS Genet 12: e1005873.2688983010.1371/journal.pgen.1005873PMC4758730

[GAD310136PARC57] Verdel A, Jia S, Gerber S, Sugiyama T, Gygi S, Grewal SI, Moazed D. 2004 RNAi-mediated targeting of heterochromatin by the RITS complex. Science 303: 672–676.1470443310.1126/science.1093686PMC3244756

[GAD310136PARC58] Verrier L, Taglini F, Barrales RR, Webb S, Urano T, Braun S, Bayne EH. 2015 Global regulation of heterochromatin spreading by Leo1. Open Biol 5: 150045.2597244010.1098/rsob.150045PMC4450266

[GAD310136PARC59] Volpe TA, Kidner C, Hall IM, Teng G, Grewal SI, Martienssen RA. 2002 Regulation of heterochromatic silencing and histone H3 lysine-9 methylation by RNAi. Science 297: 1833–1837.1219364010.1126/science.1074973

[GAD310136PARC60] Volpe T, Schramke V, Hamilton GL, White SA, Teng G, Martienssen RA, Allshire RC. 2003 RNA interference is required for normal centromere function in fission yeast. Chromosome Res 11: 137–146.1273364010.1023/a:1022815931524

[GAD310136PARC61] Wagschal A, Rousset E, Basavarajaiah P, Contreras X, Harwig A, Laurent-Chabalier S, Nakamura M, Chen X, Zhang K, Meziane O, 2012 Microprocessor, Setx, Xrn2, and Rrp6 co-operate to induce premature termination of transcription by RNAPII. Cell 150: 1147–1157.2298097810.1016/j.cell.2012.08.004PMC3595997

[GAD310136PARC62] Wang SW, Asakawa K, Win TZ, Toda T, Norbury CJ. 2005 Inactivation of the pre-mRNA cleavage and polyadenylation factor Pfs2 in fission yeast causes lethal cell cycle defects. Mol Cell Biol 25: 2288–2296.1574382410.1128/MCB.25.6.2288-2296.2005PMC1061621

[GAD310136PARC63] Wang X, Hsueh YP, Li W, Floyd A, Skalsky R, Heitman J. 2010 Sex-induced silencing defends the genome of *Cryptococcus neoformans* via RNAi. Genes Dev 24: 2566–2582.2107882010.1101/gad.1970910PMC2975932

[GAD310136PARC64] Wang J, Reddy BD, Jia S. 2015 Rapid epigenetic adaptation to uncontrolled heterochromatin spreading. Elife 4: e06179.10.7554/eLife.06179PMC439590825774602

[GAD310136PARC65] Wittmann S, Renner M, Watts BR, Adams O, Huseyin M, Baejen C, El Omari K, Kilchert C, Heo DH, Kecman T, 2017 The conserved protein Seb1 drives transcription termination by binding RNA polymerase II and nascent RNA. Nat Commun 8: 14861.2836798910.1038/ncomms14861PMC5382271

[GAD310136PARC66] Wood V, Harris MA, McDowall MD, Rutherford K, Vaughan BW, Staines DM, Aslett M, Lock A, Bahler J, Kersey PJ, 2012 PomBase: a comprehensive online resource for fission yeast. Nucleic Acids Res 40: D695–D699.2203915310.1093/nar/gkr853PMC3245111

[GAD310136PARC67] Xu Y, Bernecky C, Lee CT, Maier KC, Schwalb B, Tegunov D, Plitzko JM, Urlaub H, Cramer P. 2017 Architecture of the RNA polymerase II-Paf1C-TFIIS transcription elongation complex. Nat Commun 8: 15741.10.1038/ncomms15741PMC546721328585565

[GAD310136PARC68] Yamanaka S, Mehta S, Reyes-Turcu FE, Zhuang F, Fuchs RT, Rong Y, Robb GB, Grewal SIS. 2012 RNAi triggered by specialized machinery silences developmental genes and retrotransposons. Nature 493: 557–560.2315147510.1038/nature11716PMC3554839

[GAD310136PARC69] Yamanaka S, Mehta S, Reyes-Turcu FE, Zhuang F, Fuchs RT, Rong Y, Robb GB, Grewal SI. 2013 RNAi triggered by specialized machinery silences developmental genes and retrotransposons. Nature 493: 557–560.2315147510.1038/nature11716PMC3554839

[GAD310136PARC70] Yu R, Jih G, Iglesias N, Moazed D. 2014 Determinants of heterochromatic siRNA biogenesis and function. Mol Cell 53: 262–276.2437431310.1016/j.molcel.2013.11.014PMC4357591

[GAD310136PARC71] Zaratiegui M, Castel SE, Irvine DV, Kloc A, Ren J, Li F, de Castro E, Marin L, Chang AY, Goto D, 2011 RNAi promotes heterochromatic silencing through replication-coupled release of RNA Pol II. Nature 479: 135–138.2200260410.1038/nature10501PMC3391703

[GAD310136PARC72] Zofall M, Grewal SI. 2006 Swi6/HP1 recruits a JmjC domain protein to facilitate transcription of heterochromatic repeats. Mol Cell 22: 681–692.1676284010.1016/j.molcel.2006.05.010

[GAD310136PARC73] Zofall M, Yamanaka S, Reyes-Turcu FE, Zhang K, Rubin C, Grewal SI. 2012 RNA elimination machinery targeting meiotic mRNAs promotes facultative heterochromatin formation. Science 335: 96–100.2214446310.1126/science.1211651PMC6338074

# Supplementary material for: Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly
**Source:** Genes Dev. 2018 Jul 1;32(13-14):953–64. doi: 10.1101/gad.310136.117
**Supplement:** Supplemental Material

Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly — Supplemental Material 

# Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly

## Supplemental Material

- Supplemental\_Data\_Itemized\_list.pdf
- Supplemental\_Fig\_S7.pdf
- Supplemental\_Fig\_S11.pdf
- Supplemental\_Table\_S5.pdf
- Supplemental\_Table\_S7.pdf
- Supplemental\_Fig\_S5.pdf
- Supplemental\_Fig\_S9.pdf
- Supplemental\_Table\_S3.pdf
- Supplemental\_Fig\_S3.pdf
- Supplemental\_Table\_S1.xlsx
- Supplemental\_Fig\_S1.pdf
- Supplemental\_Fig\_S8.pdf
- Supplemental\_Fig\_S12.pdf
- Supplemental\_Fig\_S6.pdf
- Supplemental\_Fig\_S10.pdf
- Supplemental\_Table\_S4.xlsx
- Supplemental\_Table\_S6.pdf
- Supplemental\_Fig\_S4.pdf
- Supplemental\_Table\_S2.xlsx
- Supplemental\_Fig\_S2.pdf
- Supplemental\_Fig\_S13.pdf

# Supplementary material for: Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly
**Source:** Genes Dev. 2018 Jul 1;32(13-14):953–64. doi: 10.1101/gad.310136.117
**Supplement:** Supplemental Material

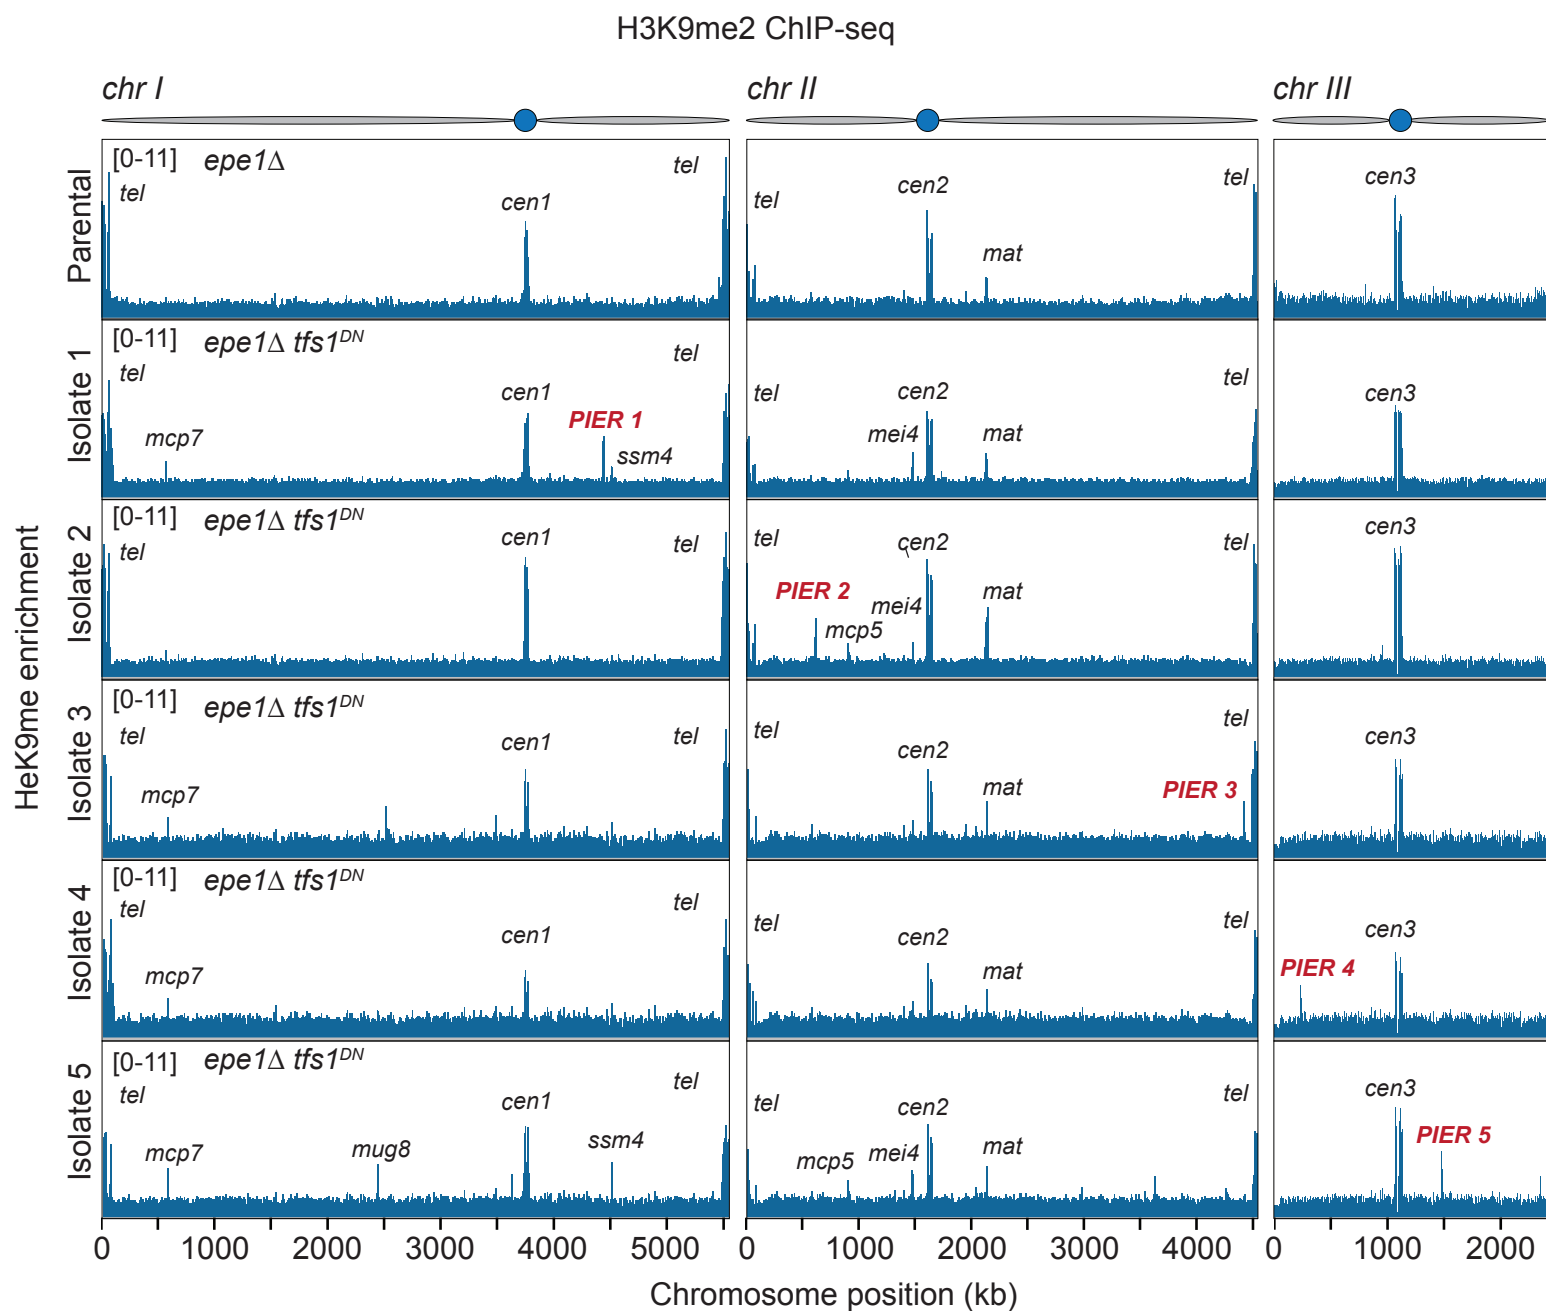

Supplemental Figure S7. *TFIS^{DN}* expression induces ectopic heterochromatin. Whole genome plots of H3K9me2 ChIP-seq enrichment for parental (*epe1Δ*) and *epe1Δ tfs1^{DN}* isolates 1 through 5. Locations of PIERS noted in each plot.

# Supplementary material for: Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly
**Source:** Genes Dev. 2018 Jul 1;32(13-14):953–64. doi: 10.1101/gad.310136.117
**Supplement:** Supplemental Material

Supplemental Table S3. List of chromosome coordinates of the fragments used in this study from the right arm of centromere I.

Fragment	Chromosome	Chromosome coordinate
Fragment 1	1	3787059..3789869
Fragment 2	1	3785843..3788836
Fragment 3	1	3784847..3787081
Fragment 4	1	3783812..3785861
Fragment 5	1	3782652..3784867
Fragment 6	1	3781725..3783833
Fragment 7	1	3780535..3782675
Fragment 8	1	3779557..3781747
Fragment 9	1	3778457..3780555

# Supplementary material for: Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly
**Source:** Genes Dev. 2018 Jul 1;32(13-14):953–64. doi: 10.1101/gad.310136.117
**Supplement:** Supplemental Material

Supplemental Figure S3.

Parsa_Supplemental_FigS3

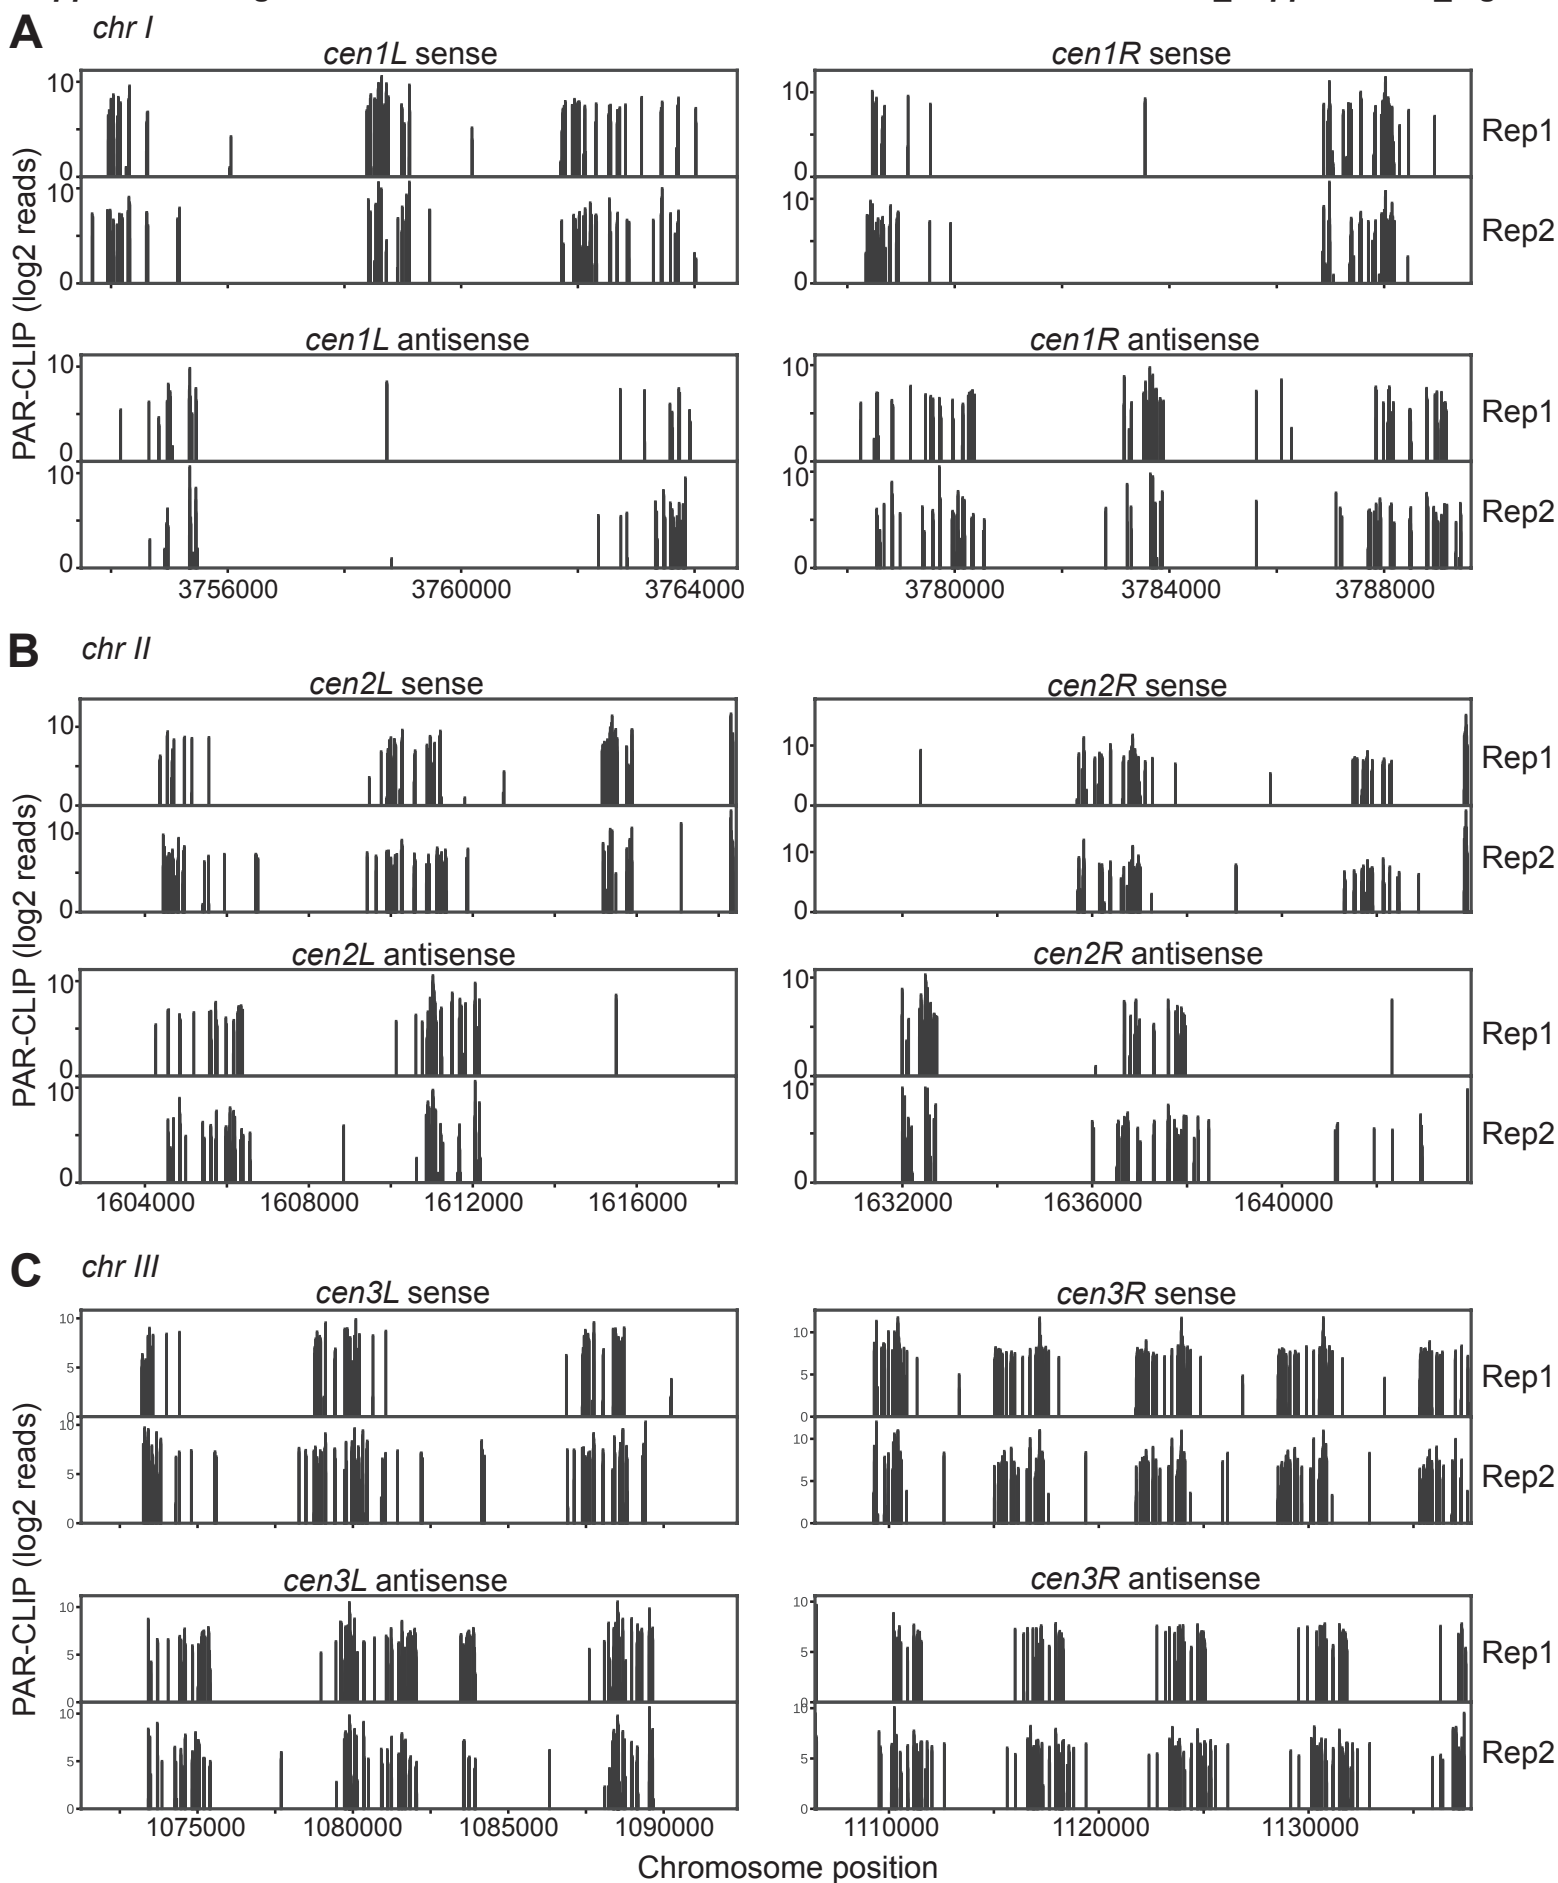

Supplemental Figure S3. PAR-CLIP analysis of Seb1 at all three centromeres. A-C) Seb1 PAR-CLIP clusters are present at centromeres 1 (**A**), 2 (**B**) and 3 (**C**). Centromere left (cenL) and right (cenR) arms are depicted for two replicates (Rep 1 and Rep 2) in both sense and antisense orientations.

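Both strands of every pericentromeric arm carried Seb1 PAR-CLIP clusters in both replicates. The more covered strand was the opposite one on the left and right arms of each centromere. The plus strand had a mean coverage of 11.1% in replicate 1 and 9.23% in replicate 2, and the minus strand 9.83% and 7.76%. The minus strand was higher in 3 of the 6 arms, the right arm of centromere 1 and the left arms of centromeres 2 and 3. In the other arms the plus strand was higher. These directions held in both replicates, so means over all arms by strand hide a difference within each arm. On the right arm of centromere 1, from 3778370 to 3789869 of chromosome I, the minus strand had 10.3% ± 0.461 (SD, n = 2), against 7.71% ± 1.51 on the plus strand. The right arm of centromere 3, from 1109306 to 1137430 of chromosome III, is the longest and held the most clusters, 52 and 64 on its plus strand in replicates 1 and 2 and 37 and 25 on its minus strand. Its plus strand also held the most reads, 71635 and 79537. On the left arm of centromere 1, from 3755010 to 3763884 of chromosome I, the plus strand had 12.2% ± 1.57. In centromere 2, the right arm, from 1635720 to 1641954 of chromosome II, had 12.3% ± 1.27 on the plus strand and 6.42% ± 1.57 on the minus strand. Of the centromeric clusters, 65.4% of those in replicate 1 overlapped a cluster of replicate 2, and 71.7% the reverse, against 19.5% and 24.1% of the clusters on coding genes. The 2 sets are not alike. In each replicate 99.2% of the centromeric clusters match the genome at 2 or more places, against 1.65% and 3.10% on coding genes. RNA from 1 copy can therefore give clusters at several copies in both replicates, so the contrast does not measure reproducibility alone. The arms were taken from the first to the last NET-seq cluster that Supplemental Table S2 lists, extended on the right arm of centromere 1 to the ends of the fragments in Supplemental Table S3. Reads of repeated sequence were placed at 1 of their best sites, so a cluster on one arm can hold reads from another.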

# Supplementary material for: Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly
**Source:** Genes Dev. 2018 Jul 1;32(13-14):953–64. doi: 10.1101/gad.310136.117
**Supplement:** Supplemental Material

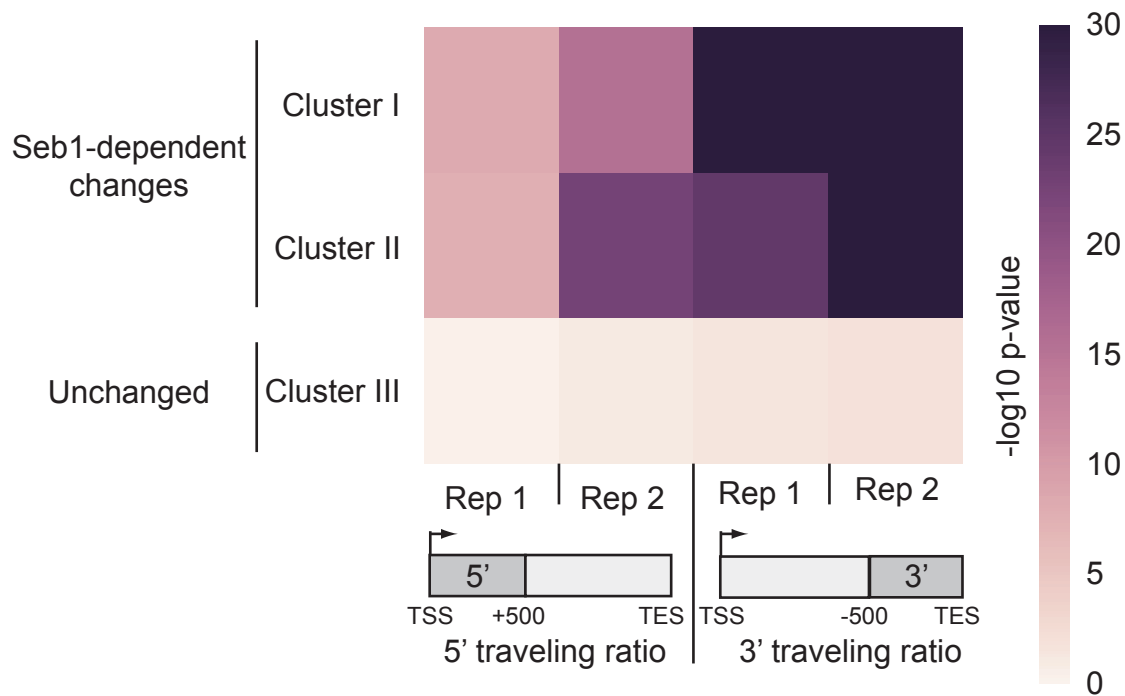

Supplemental Figure S1. *seb1-1* mutant displays statistically significant changes in 5' and 3' RNAPII traveling ratios. Heat map of $-\log_{10}$ p-values of KS tests comparing *clr4* Δ to *clr4* Δ *seb1-1* traveling ratios from each set of clusters in (**Figure 1D**). Clusters I and II display significant Seb1-dependent changes. Each replicate is represented (Rep 1 and Rep 2) for both 5' and 3' traveling ratios.

# Supplementary material for: Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly
**Source:** Genes Dev. 2018 Jul 1;32(13-14):953–64. doi: 10.1101/gad.310136.117
**Supplement:** Supplemental Material

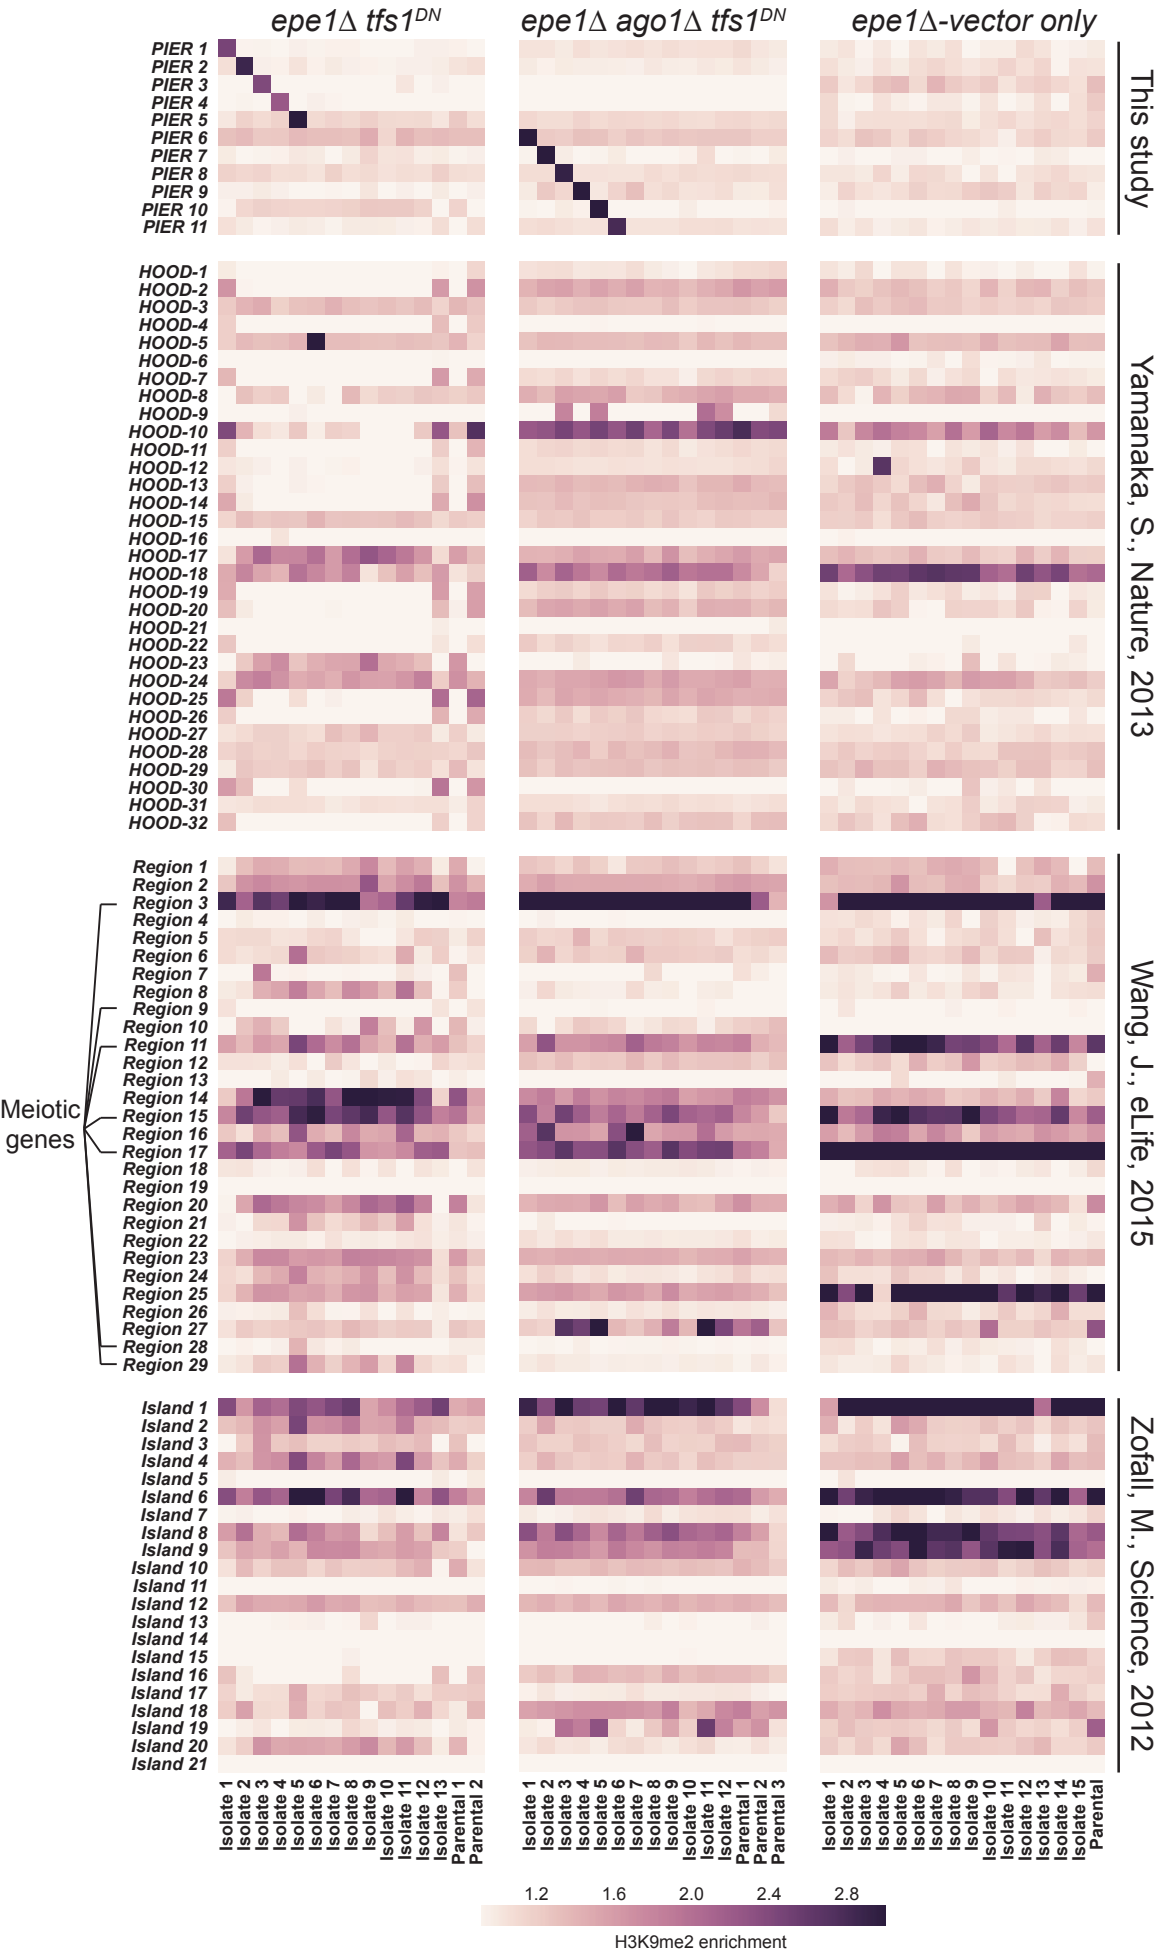

Supplemental Figure S8. H3K9me enrichment at known heterochromatin nucleation sites and PIERs. PIERs and known sites of heterochromatin nucleation were analyzed for H3K9me enrichment (see Methods). All isolates and parental strains for each genotype are depicted. HOODs, H3K9me islands, and meiotic genes are indicated.

# Supplementary material for: Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly
**Source:** Genes Dev. 2018 Jul 1;32(13-14):953–64. doi: 10.1101/gad.310136.117
**Supplement:** Supplemental Material

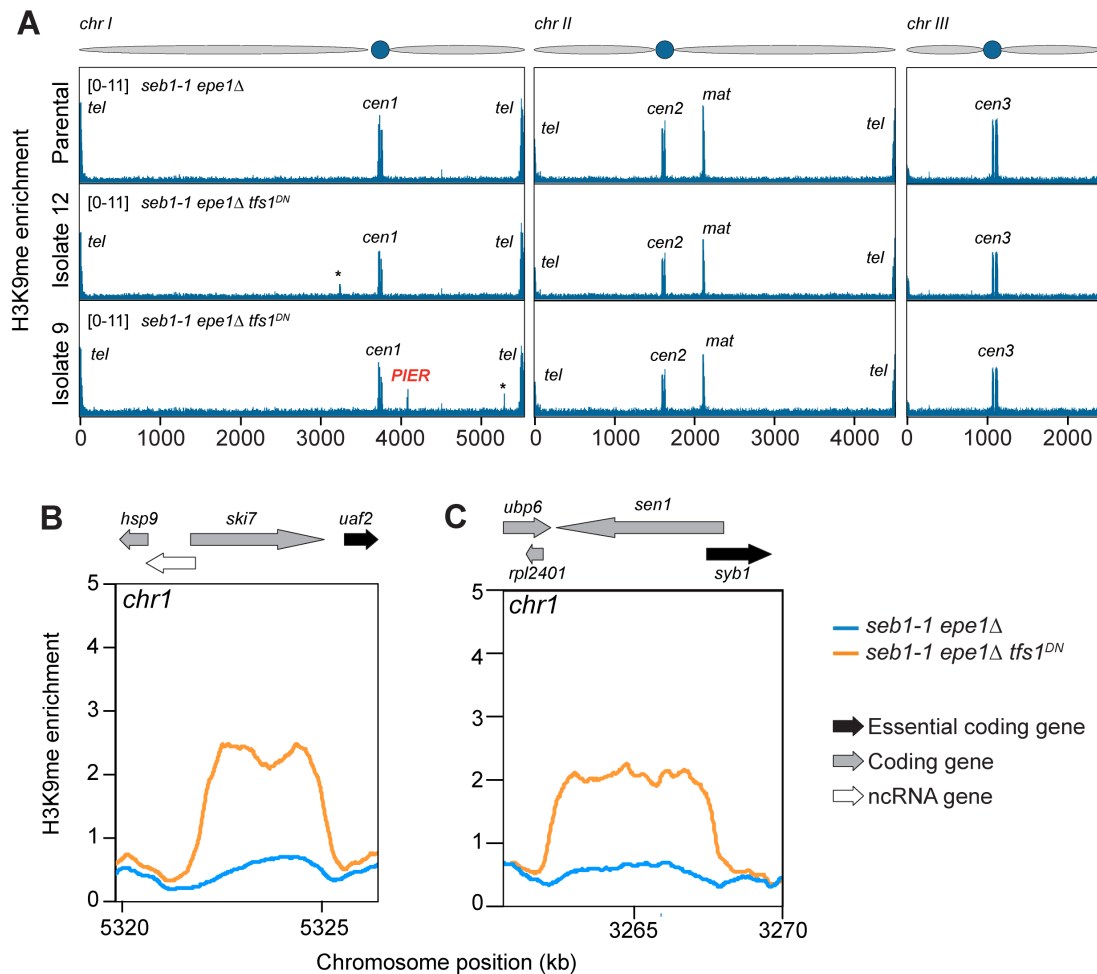

**Supplemental Figure S12. PIERs require Seb1 for assembly and enrichment of the H3K9me signal. A)** Genome-wide browser images of H3K9me enrichment. Asterisks demarcate regions of heterochromatin that do not pass our strict cutoffs for PIERs. **B and C)** Genome browser images of the two asterisks-marked loci in (A). H3K9me enrichment for *seb1-1 epe1Δ* (blue) and *seb1-1 epe1Δ tfs1<sup>DN</sup>* (orange).

# Supplementary material for: Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly
**Source:** Genes Dev. 2018 Jul 1;32(13-14):953–64. doi: 10.1101/gad.310136.117
**Supplement:** Supplemental Material

Supplemental Table S6. Known heterochromatin recruitment sites

Chromosome	Start	End	Name	Reference
I	64559	66980	Region 1	Wang, J. eLife, 2015
I	241008	247574	Region 2	Wang, J. eLife, 2015
I	578392	581553	Region 3	Wang, J. eLife, 2015
I	1024002	1029993	Region 4	Wang, J. eLife, 2015
I	1892505	1896752	Region 5	Wang, J. eLife, 2015
I	2442000	2452000	Region 6	Wang, J. eLife, 2015
I	2517000	2527000	Region 7	Wang, J. eLife, 2015
I	3646000	3650000	Region 8	Wang, J. eLife, 2015
I	3726000	3730000	Region 9	Wang, J. eLife, 2015
I	4529389	4531031	Region 10	Wang, J. eLife, 2015
I	4530000	4540000	Region 11	Wang, J. eLife, 2015
I	4642290	4647689	Region 12	Wang, J. eLife, 2015
I	4648000	4656000	Region 13	Wang, J. eLife, 2015
II	350692	352369	Region 14	Wang, J. eLife, 2015
II	892000	904000	Region 15	Wang, J. eLife, 2015
II	1309072	1311834	Region 16	Wang, J. eLife, 2015
II	1473125	1475285	Region 17	Wang, J. eLife, 2015
II	1863000	1871000	Region 18	Wang, J. eLife, 2015
II	2196424	2202652	Region 19	Wang, J. eLife, 2015
II	2335176	2337787	Region 20	Wang, J. eLife, 2015
II	3622580	3628658	Region 21	Wang, J. eLife, 2015
II	3668000	3678000	Region 22	Wang, J. eLife, 2015
II	3682000	3688000	Region 23	Wang, J. eLife, 2015
II	4252276	4255310	Region 24	Wang, J. eLife, 2015
III	275261	277340	Region 25	Wang, J. eLife, 2015
III	386020	390514	Region 26	Wang, J. eLife, 2015
III	1034000	1042000	Region 27	Wang, J. eLife, 2015
III	1451701	1457855	Region 28	Wang, J. eLife, 2015
III	2364000	2372000	Region 29	Wang, J. eLife, 2015
I	578000	582000	<i>Island 1</i>	Zofall, M. Science, 2012
I	2447000	2449000	<i>Island 2</i>	Zofall, M. Science, 2012
I	2521000	2525000	<i>Island 3</i>	Zofall, M. Science, 2012
I	3647000	3651000	<i>Island 4</i>	Zofall, M. Science, 2012
I	3727000	3730000	<i>Island 5</i>	Zofall, M. Science, 2012
I	4534000	4540000	<i>Island 6</i>	Zofall, M. Science, 2012
I	4653000	4656000	<i>Island 7</i>	Zofall, M. Science, 2012
II	898000	903000	<i>Island 8</i>	Zofall, M. Science, 2012
II	1472000	1479000	<i>Island 9</i>	Zofall, M. Science, 2012
II	1551000	1554000	<i>Island 10</i>	Zofall, M. Science, 2012
II	1670000	1680000	<i>Island 11</i>	Zofall, M. Science, 2012
II	1692000	1698000	<i>Island 12</i>	Zofall, M. Science, 2012
II	1869000	1873000	<i>Island 13</i>	Zofall, M. Science, 2012
II	2199000	2202000	<i>Island 14</i>	Zofall, M. Science, 2012
II	2338000	2342000	<i>Island 15</i>	Zofall, M. Science, 2012
II	3628000	3631000	<i>Island 16</i>	Zofall, M. Science, 2012
II	3640000	3642000	<i>Island 17</i>	Zofall, M. Science, 2012
III	958000	968000	<i>Island 18</i>	Zofall, M. Science, 2012

III	1036000	1040000	<i>Island 19</i>	Zofall, M. Science, 2012
III	2369000	2371000	<i>Island 20</i>	Zofall, M. Science, 2012
III	2422000	2424000	<i>Island 21</i>	Zofall, M. Science, 2012
I	1465847	1469848	<i>HOOD-1</i>	Yamanaka, S. Nature, 2013
I	1564163	1568414	<i>HOOD-2</i>	Yamanaka, S. Nature, 2013
I	2544835	2561773	<i>HOOD-3</i>	Yamanaka, S. Nature, 2013
I	2927156	2941954	<i>HOOD-4</i>	Yamanaka, S. Nature, 2013
I	2977013	2988899	<i>HOOD-5</i>	Yamanaka, S. Nature, 2013
I	2994807	3009469	<i>HOOD-6</i>	Yamanaka, S. Nature, 2013
I	3361499	3365727	<i>HOOD-7</i>	Yamanaka, S. Nature, 2013
I	3736902	3743575	<i>HOOD-8</i>	Yamanaka, S. Nature, 2013
I	3791825	3796114	<i>HOOD-9</i>	Yamanaka, S. Nature, 2013
I	3996353	4000615	<i>HOOD-10</i>	Yamanaka, S. Nature, 2013
I	4022326	4026545	<i>HOOD-11</i>	Yamanaka, S. Nature, 2013
I	5069824	5083205	<i>HOOD-12</i>	Yamanaka, S. Nature, 2013
I	5191103	5195325	<i>HOOD-13</i>	Yamanaka, S. Nature, 2013
I	5195656	5199909	<i>HOOD-14</i>	Yamanaka, S. Nature, 2013
I	5234000	5250176	<i>HOOD-15</i>	Yamanaka, S. Nature, 2013
II	91600	101684	<i>HOOD-16</i>	Yamanaka, S. Nature, 2013
II	347505	354250	<i>HOOD-17</i>	Yamanaka, S. Nature, 2013
II	898107	902233	<i>HOOD-18</i>	Yamanaka, S. Nature, 2013
II	1812684	1816937	<i>HOOD-19</i>	Yamanaka, S. Nature, 2013
II	1965175	1969519	<i>HOOD-20</i>	Yamanaka, S. Nature, 2013
II	2126590	2128479	<i>HOOD-21</i>	Yamanaka, S. Nature, 2013
II	4414469	4418768	<i>HOOD-22</i>	Yamanaka, S. Nature, 2013
II	4442538	4449562	<i>HOOD-23</i>	Yamanaka, S. Nature, 2013
III	173841	176400	<i>HOOD-24</i>	Yamanaka, S. Nature, 2013
III	254411	256353	<i>HOOD-25</i>	Yamanaka, S. Nature, 2013
III	778123	782331	<i>HOOD-26</i>	Yamanaka, S. Nature, 2013
III	1047657	1056145	<i>HOOD-27</i>	Yamanaka, S. Nature, 2013
III	1168500	1176000	<i>HOOD-28</i>	Yamanaka, S. Nature, 2013
III	1179500	1182650	<i>HOOD-29</i>	Yamanaka, S. Nature, 2013
III	1196050	1196500	<i>HOOD-30</i>	Yamanaka, S. Nature, 2013
III	1763512	1775613	<i>HOOD-31</i>	Yamanaka, S. Nature, 2013
III	2320230	2324503	<i>HOOD-32</i>	Yamanaka, S. Nature, 2013

# Supplementary material for: Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly
**Source:** Genes Dev. 2018 Jul 1;32(13-14):953–64. doi: 10.1101/gad.310136.117
**Supplement:** Supplemental Material

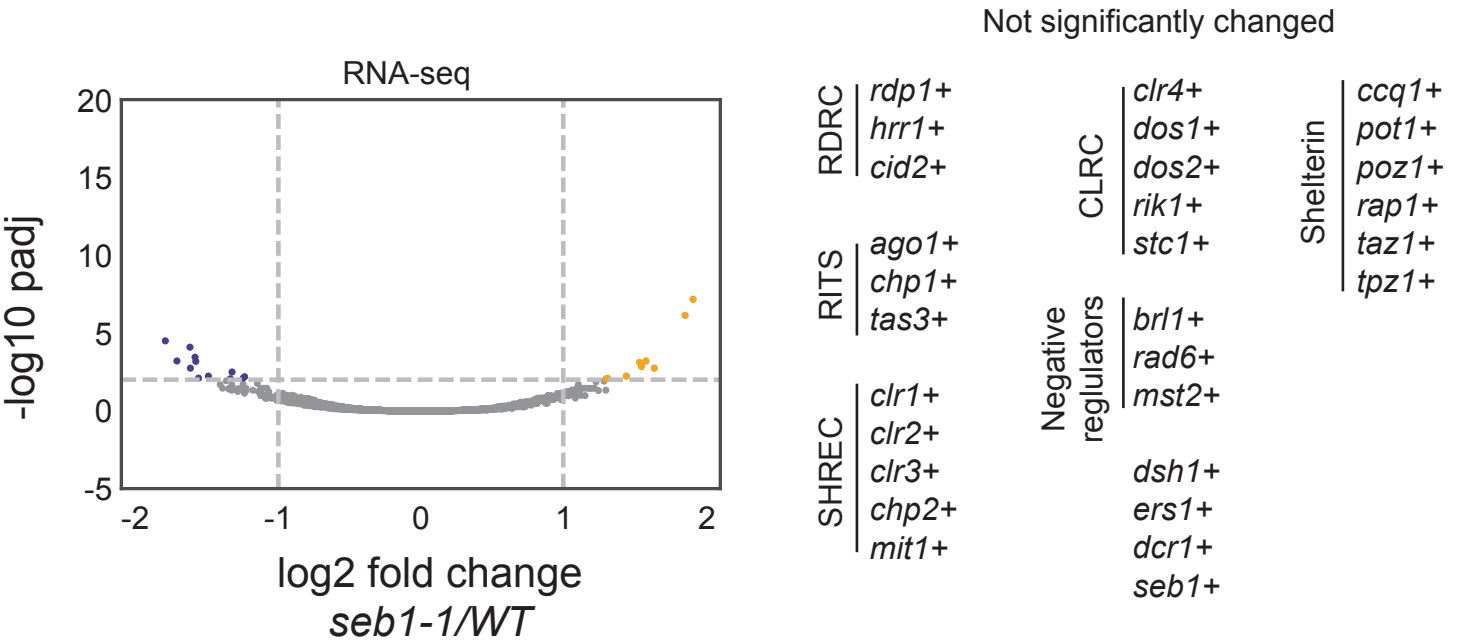

Supplemental Figure S2. RNA-seq analysis of *seb1-1*. (left) RNA-seq volcano plots of log2 fold changes in transcript levels in *seb1-1* compared to WT. 15 genes have significantly lower expression in *seb1-1* (blue dots); 9 genes have significantly higher expression in *seb1-1* (orange dots). padj = adjusted p-value obtained from DESeq2. (right) No significant changes in transcript levels were observed in factors known to play a role in heterochromatin formation.

# Supplementary material for: Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly
**Source:** Genes Dev. 2018 Jul 1;32(13-14):953–64. doi: 10.1101/gad.310136.117
**Supplement:** Supplemental Material

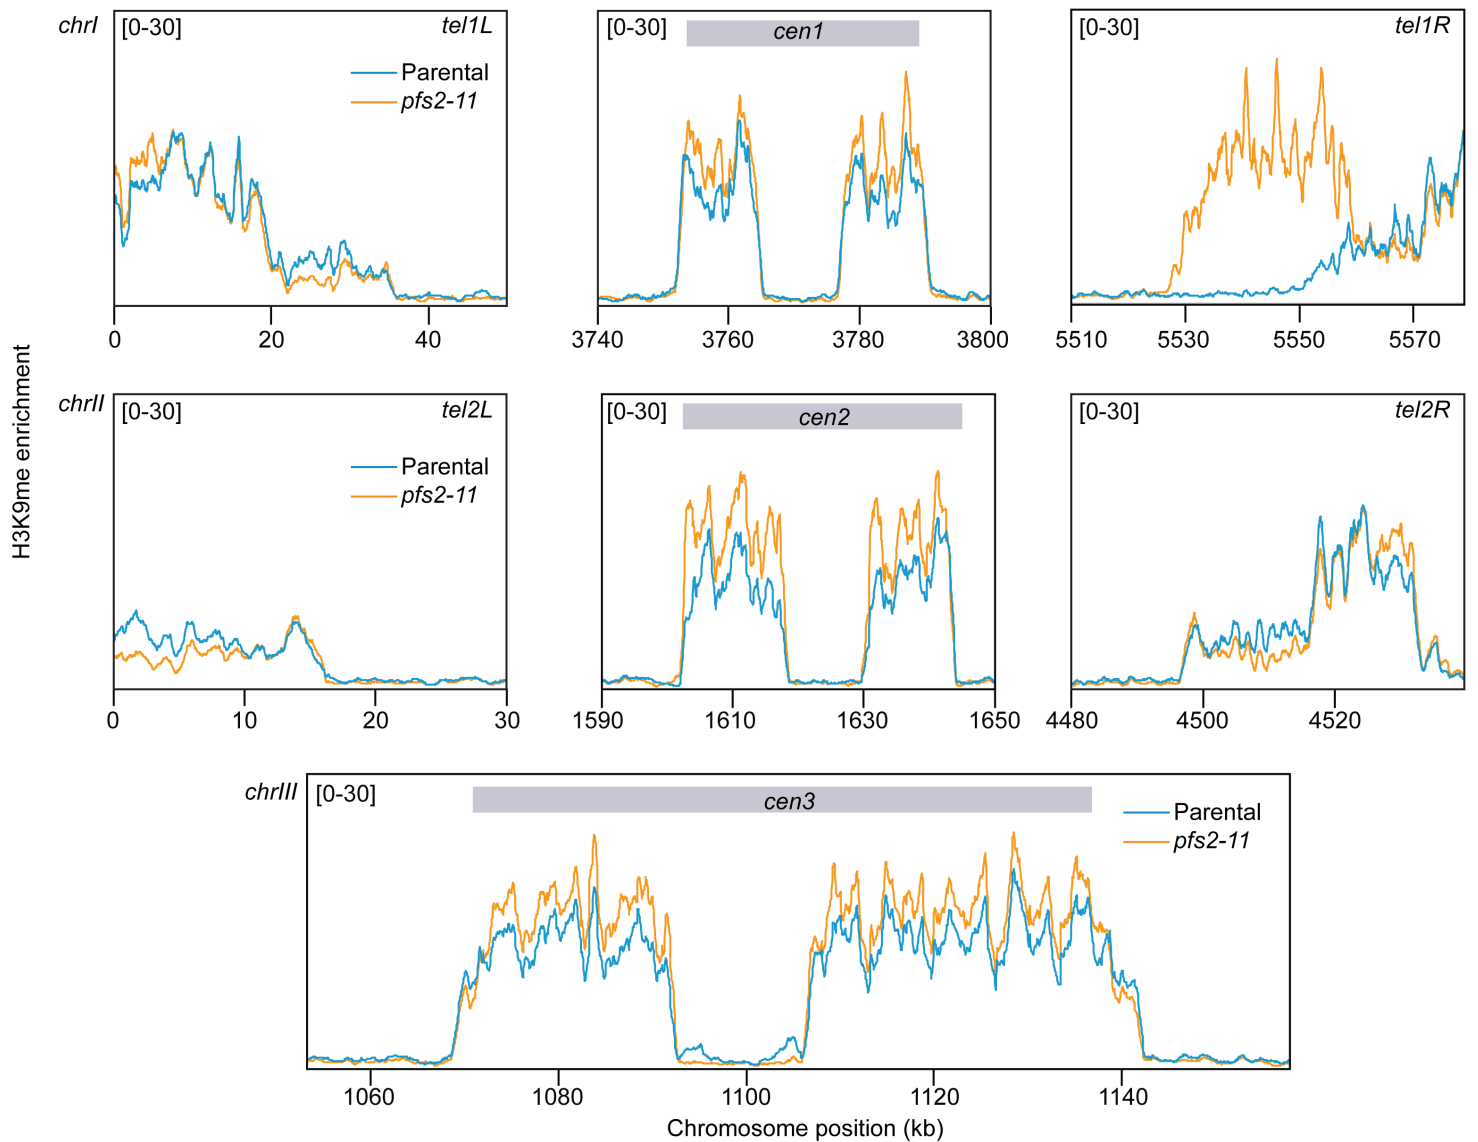

Supplemental Figure S13. Mutations in CPA machinery result in increased H3K9me enrichment at constitutive heterochromatic loci. Replicate data for H3K9me ChIP-seq for *pfs2-11* (Figure 5B-D). Telomeres from chromosomes I and II and centromeres from chromosomes I, II and II depicted. Parent (blue), *pfs2-11* mutant (orange).

How the deposited data were processed for this re-analysis (not part of the article)

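Seb1-HTP was measured by PAR-CLIP in a clr4Δ strain in 2 replicates of 1 condition. The authors mapped the reads with Bowtie and called clusters with PARalyzer in each replicate separately; the submitters' processing notes name Bowtie and the build ASM294v2 with no version. The deposited values used here are the coordinates of each cluster and raw counts of its reads, its T to C conversions, its unconverted T, and its conversion locations, to which the authors applied no normalization. The deposited lists also hold a score per cluster, which was not used, and a ratio of conversions to reads that did not equal the quotient of the counts on its line and was not used either. A cluster fills several lines where it meets several annotated elements, so 5734 and 5626 lines were reduced to 4908 and 4896 distinct clusters. The replicates share 168 clusters with identical coordinates and none of these has the same number of reads. Clusters of the mitochondrial genome (12 and 10) and of the separate mating-type contig (11 and 8) were left out of the comparisons of nuclear intervals.

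Gene intervals come from the reference annotation of the same build, in which 5113 nuclear coding genes and 7461 noncoding genes were used. Coverage is the percent of an interval within clusters, as the methods define it, counted here on the strand of the interval, which the methods do not specify. It was computed per replicate, and folds are ratios of mean coverage, averaged over the replicates and given with their SD. Tests run across intervals, on the mean of the replicates: two-sided permutation tests with 100000 resamples, the KS test that the methods name, an exact permutation test for the fragments, and 10000 circular shifts within each arm and strand for the NET-seq clusters. Words of 4 letters were counted in distinct centromeric cluster sequences and in 100 dinucleotide-shuffled copies and compared by one-sided Fisher's exact tests with Benjamini-Hochberg adjustment; DREME, which the paper used, was not run. The zones of coding genes are the 500 nt upstream, the UTRs, the coding span, and the 500 nt downstream. The islands and HOODs of Supplemental Table S6 were compared with 1000 sets of equally long random intervals outside the arms and the outer 50 kb of chromosomes; the other regions that the table lists were not used. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. The methods were tested on simulated data: coverage was recovered exactly for 458 coding genes, a planted UGUA ranked 1 among the words, and permutations of means with no difference gave p under 0.05 in 4% of 200 runs.

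Genes were named by a rule set before the data were examined: 17 genes that the paper names, the 10 coding genes with the highest coverage among transcripts of at least 500 nt with a cluster in each replicate, the 10 coding genes with the most reads, the 10 noncoding genes highest by each measure, and 13 gene lists. Of the listed genes, 1 (bdh1) was not found in the annotation, prt was taken as nc-pho1, and mcp5 as num1 (2.45%). The list of 5 snRNA genes was used as fixed; the annotation holds 6, and the values with all 6 were seen before the text was written.

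The depth available is the number of reads in clusters, at least 10 in each. A region without a cluster may hold fewer reads or fewer than 2 conversions, so a coverage of 0% is not an absence of binding. As the deposited clusters hold no counts of independent molecules, no counting intervals are given. The alternatives were clusters of at least 20 or 50 reads, at least 3 conversion locations, clusters found in both replicates only, each replicate alone, other coding and noncoding intervals, either strand, medians, other shuffles and controls, other arm limits, and other overlaps. NET-seq, ChIP-seq, and RNA-seq values were not analysed here, apart from the intervals and ratios of Supplemental Table S2.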

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

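The test of conversions in tRNA clusters and the values of rRNA clusters were chosen after their results were seen; the test of UGUA in tRNA clusters was set before. A cluster is called only with the authors' minimum of 10 reads.

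The coverage of tRNA genes was 87.9%, of rRNA genes 39.9%, and of snoRNA genes 22.5%; for tRNA genes, 1 explanation is that reads of abundant RNA came through the purification without cross-linking. The median cluster on a tRNA gene had 0.980 conversions per read in replicate 1 and 0.963 in replicate 2, but those on coding transcripts were at 1.00 in both, so a value near 1 decides nothing, and on rRNA genes it was lower (0.520 and 0.419), so this stays open. Whether the abundant tRNA was cross-linked without a preference for UGUA stays open. UGUA was more frequent in 264 distinct tRNA cluster sequences than in shuffled copies (43.6% against 27.5%, one-sided Fisher's exact test, p = 7.82e-05). It ranked only 15 among the words, and GUUC, common to tRNA genes, ranked first (Fisher's exact test, adjusted p = 5.43e-31). In 174 distinct rRNA cluster sequences UGUA ranked 56 (45.4% against 39.4% of shuffled copies, one-sided Fisher's exact test, p = 0.152). The design holds 1 condition, and no untagged strain was analysed here, so no biological explanation was tested.

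The histone genes had a mean coverage of 11.8%. The long noncoding RNA mamRNA, which binds Mmi1 and Mei2, had 99.3%. The coding genes tpx1 and seb1 had 37.7% and 14.6%. The first 50 nt past the 3′ ends of coding transcripts held 24.9 nt in clusters per kb. The mitochondrial genome held 12 clusters in replicate 1 and 10 in replicate 2, with 91514 and 104592 reads.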

How the results depend on the processing

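No paired analysis was possible because the samples analysed here are of 1 condition. The alternatives with at least 0.1 conversions per read, without genes numbered SPNCRNA.2000 and above, without long noncoding RNA genes, with only noncoding and coding genes with a cluster, with medians of all arms, and with the 6 annotated snRNA genes were chosen after seeing the data. The centromere fold kept its direction under all 15 alternatives (2.71 to 19.7), as did UGUA (1.65-fold to 2.58-fold over its control) and the overlap with NET-seq clusters (38.1% to 79.8%), all past the threshold. The silencing orientations (-4.95 to -1.40 percentage points of coverage, and -0.0281 in log2 of cluster reads per kb plus 1) and the islands and HOODs (1.28-fold to 1.91-fold) did not pass it under any. The noncoding fold kept its direction under 16 alternatives and was reversed under 3: 0.468 over long noncoding RNA genes only, 0.665 without tRNA and rRNA genes, and 0.872 against coding genes with a cluster only. The first 2 leave out tRNA and rRNA genes and the third raises the coding mean by construction. The share of clusters found in both replicates was 40.3% with at least 3 conversion locations and 27.1% with an overlap of at least 50% of the cluster length. The value downstream of coding genes was 8.11 nt per kb with at least 3 conversion locations, 6.10 with clusters found in both replicates only, and 15.9 over isolated coding genes. The snRNA coverage was 46.3% with at least 0.1 conversions per read and 45.0% over 6 annotated genes, of which the sixth had a cluster in replicate 2 only. Leaving out clusters can only lower the downstream value and the snRNA coverage, and a stricter overlap can only lower the share. The cause of the other shifts was not tested. An alternative with annotated dg and dh repeats was not run, since the annotation used holds none. The share of clusters found in both replicates was 30.1%, 29.7% with at least 20 reads, and 29.2% with at least 50 reads; the sequencing depth is not given in the sources used here.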

Differences from the paper's values

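The paper's value for the coverage of pericentromeric repeats over coding genes is 12-fold, and the value here is 7.82-fold. Of the 13 alternatives set before the data were examined, 3 are within 1.5 times of the paper's value, the limit used for each comparison in this part: at least 3 conversion locations (12.9), the coding sequence span (8.26), and clusters on either strand (11.0). The other 10 differ by more, from 2.71 to 19.7. For noncoding RNA the paper's value is 100-fold and the value here is 2.52-fold. All 15 alternatives set before the data were examined differ, the highest being 23.3 over noncoding genes with a cluster, and so does 47.2 without long noncoding RNA genes, which was chosen after seeing the values and drops 7133 genes. Among the classes, set before the data were examined, tRNA genes alone reach 72.9-fold, within 1.5 times of the paper's value.

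For UGUA the paper's p is 2.9e-09, from DREME, and the p here is 7.81e-11, from a test of words of 4 letters; all 10 alternatives set before the data were examined differ (2.28e-20 to 1.10e-05), with UGUA the word in each. As minus log10, a scale added for UGUA after seeing the values, the paper's p is 8.54 and the p here 10.1, which differ by less than 1.5 times, as do 6 of the 10 alternatives, so the difference in p depends on the scale. On the same scale, the KS p for the arms against coding genes is about 12 in Fig. 2D, read by eye, and 14.1 here, which differ by less than 1.5 times. So do 12 of the 13 alternatives set before the data were examined. Clusters on either strand, at 24.8, differ by more, but there both strands of an arm hold the same value. Each arm then enters the KS test more than once, so this p is too small to compare. The median coverage of the arms, as a fraction, is about 0.012 in Fig. 2D, read by eye, and 0.0953 here. That of coding genes is about 0.0020 in Fig. 2D, read by eye, and 0.0236 here over coding genes with a cluster. Whether the figure leaves out coding genes without a cluster is not stated in the sources used here. Under each of the 6 alternatives set before the data were examined both medians differ. The ratio of the 2 medians, a comparison chosen after seeing the values, is about 6.0 in Fig. 2D, read by eye, and 4.04 here, which differ by less than 1.5 times, as does 1 of the 6 alternatives (4.47 without replicate 2).

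The paper states that noncoding RNAs have the highest coverage of the classes. Over all noncoding genes the mean was 3.04%, below the 9.48% of the pericentromeric arms, while the tRNA (87.9%), snRNA (45.0%), rRNA (39.9%), and snoRNA (22.5%) classes were each above the arms. The order of all noncoding genes and the arms depends on which genes are counted. Without genes numbered SPNCRNA.2000 and above, a set chosen after seeing the data, the noncoding fold over coding genes was 9.80. The fold of the arms was 7.82. In Supplemental Table S2, the ratio labelled as replicate 1 equals, within 1%, the clr4Δ value of replicate 2 over the clr4Δ seb1-1 value of replicate 1 in 84 of 84 NET-seq clusters, and equals the quotient of replicate 1 alone in 2; the ratio labelled as replicate 2 is crossed in the same way in 84.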

Other observations

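The tests on reads without a conversion and on the noncoding fold, and the split by number of conversion locations, were chosen after their results were seen; those on few molecules, on UGUA by zone, and on the loss of NET-seq signal were set before.

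The facultative heterochromatin islands and HOODs that Supplemental Table S6 lists were compared with random intervals. Over 53 sites (21 islands and 32 HOODs) the mean coverage of both strands was 1.04% ± 0.0278 (SD, n = 2), against 0.773% for intervals of equal length, a fold of 1.34 (two-sided permutation test, p = 0.106), and 15 sites had no cluster. HOOD-18 lies within Island 8, so the sites are not all independent, and the other regions of that table were not used. The highest were Island 16 (5.53%), HOOD-23, which holds nc-pho1 and prt2 (5.23%), Island 9, which holds the meiotic gene mei4 (3.82%), HOOD-24 (3.54%), and Island 1, which holds the meiotic gene mcp7 (3.34%).

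One hypothesis was that UGUA sets where Seb1 lies at the ends of coding genes, so that clusters in 3′ UTRs and downstream hold more UGUA over shuffled copies than clusters in coding spans. By the ratio to shuffled copies, the scale set beforehand, they did not. In replicate 1 UGUA was in 60.7% of 1119 sequences from 3′ UTRs and downstream against 30.8% of their shuffled copies, 1.97 times, and in 48.4% of 1971 from coding spans against 22.5%, 2.15 times. In replicate 2 it was in 56.0% of 1279 against 30.1% (1.86 times) and in 44.4% of 1474 against 20.7% (2.14 times). The one-sided permutation p of a higher ratio near 3′ ends was 0.993 in replicate 1 and 1 in replicate 2. In percentage points over shuffled copies, a scale added afterwards, the direction is the opposite: 29.9 near 3′ ends and 25.9 in coding spans in replicate 1 (two-sided permutation test, p = 0.018), and 25.8 and 23.6 in replicate 2 (p = 0.19), so the answer depends on the scale. UGUA ranked first among words of 4 letters in both zones of both replicates (adjusted p at most 1.22e-37).

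A second hypothesis was that NET-seq clusters under PAR-CLIP clusters lose more signal in clr4Δ seb1-1 than the others. The averaged ratio of clr4Δ to clr4Δ seb1-1 in Supplemental Table S2, the paper's value, had a median of 1.46 in 49 overlapped clusters and 2.00 in 35 others, the opposite direction (two-sided permutation test, p = 1.2e-04). The averaged ratio rests on the crossed quotients of that table, and NET-seq clusters in copies of a repeat are not independent. A longer NET-seq cluster is also overlapped by 1 nt more easily. The longest, of 285, 195, and 185 nt, were overlapped and had ratios of 0.835, 0.644, and 0.599. The test did not take length into account, so it cannot tell an effect of overlap from one of length.

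Conversions per read gathered at whole numbers: 52.1% of clusters in replicate 1 and 53.0% in replicate 2 had 1 conversion per read within 0.02, and 17.0% and 13.5% had 2, with none above 2. Removal of reads without a conversion before clustering is argued against as the whole cause, since at least 17.0% of clusters in each replicate had under 0.9 conversions per read, while a candidate explanation is that such clusters are amplified copies of few molecules, in which every read carries the same conversions. Then they should rarely be found again, and the share with conversions and unconverted T per read both at whole numbers (57.0% and 63.7% of all clusters, against 42.9% and 49.4% when the values are paired at random) was 72.4% among clusters of replicate 1 alone and 20.2% among those found in both, 80.0% and 27.0% in replicate 2, a ratio of at least 2.96. Clusters of 1 replicate more often have only 2 conversion locations (67.4% against 23.4% in replicate 1, 61.7% against 24.6% in replicate 2), and the ratio was 1.54 and 1.53 among clusters with 2 locations and 5.25 and 4.00 among those with at least 3, so part of it goes with the number of locations. What sets the limit of 2 conversions per read was not tested, and no biological explanation was tested, since the design holds 1 condition.

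The noncoding genes were covered far less over coding genes than the paper states. Long noncoding RNA genes that may be recent entries of the annotation, numbered SPNCRNA.2000 and above, are not the whole cause, since without these 5737 genes the fold was 9.80. Nor is the counting of genes without a cluster, since over genes with a cluster alone the fold was 8.09. Which noncoding genes the paper used stays open, and no biological explanation was tested.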
